# circCsnk1g3- and circAnkib1-regulated interferon responses in sarcoma promote tumorigenesis by shaping the immune microenvironment

**DOI:** 10.1038/s41467-022-34872-8

**Published:** 2022-11-25

**Authors:** Roberta Piras, Emily Y. Ko, Connor Barrett, Marco De Simone, Xianzhi Lin, Marina T. Broz, Fernando H. G. Tessaro, Mireia Castillo-Martin, Carlos Cordon-Cardo, Helen S. Goodridge, Dolores Di Vizio, Mona Batish, Kate Lawrenson, Y. Grace Chen, Keith Syson Chan, Jlenia Guarnerio

**Keywords:** Cancer microenvironment, Sarcoma, Non-coding RNAs

## Abstract

Exonic circular RNAs (circRNAs) produce predominantly non-coding RNA species that have been recently profiled in many tumors. However, their functional contribution to cancer progression is still poorly understood. Here, we identify the circRNAs expressed in soft tissue sarcoma cells and explore how the circRNAs regulate sarcoma growth in vivo. We show that circCsnk1g3 and circAnkib1 promote tumor growth by shaping a pro-tumorigenic microenvironment, possibly due to their capabilities to regulate tumor-promoting elements extrinsic to the tumor cells. Accordingly, circCsnk1g3 and circAnkib1 can control the expression of interferon-related genes and pro-inflammatory factors in the sarcoma cells, thus directing immune cell recruitment into the tumor mass, and hence their activation. Mechanistically, circRNAs may repress pro-inflammatory elements by buffering activation of the pathways mediated by RIG-I, the cytosolic viral RNA sensor. The current findings suggest that the targeting of specific circRNAs could augment the efficacy of tumor and immune response to mainstay therapies.

## Abstract (web summary)

Circular RNAs can contribute to tumour progression. Here the authors show that two circular RNAs, circCsnk1g3 and circAnkib1 promote sarcoma growth by controlling the expression of interferon related genes and pro-inflammatory factors in sarcoma cells

## Introduction

Circular RNAs (circRNAs) are a new class of predominantly non-coding RNAs that have been recently profiled in many tumors^1–4^. The majority of the identified circRNAs result from alternative splicing events in which the 3’-tail of an exon backsplices and joins with the 5’-head of an exon localized up-stream^5^. Although some transcripts exist exclusively in circular form^6,7^, most circRNAs share a pre-mRNA precursor with their linear transcript counterpart (linRNA)^5,8^. Therefore, the same genetic unit can produce distinct linear and circular RNA isoforms, which have frequently been shown to exhibit independent functions^9,10^. Mounting evidence suggests that circRNAs could contribute to normal and pathological cellular activities; some publications showed for instance that circRNAs regulate the expression of target genes post-transcriptionally by functioning as miRNA decoys^11^. More recently, newer investigations showed the involvement of circRNAs in controlling signaling pathways that ultimately lead to immune activation^10,12^. Accordingly, some circRNAs have been reported to manipulate the immune machinery, possibly enabled by their structural similarities with viral RNAs^10^. This functional mode of circRNAs has been profiled in antiviral immunity and autoimmune diseases. However, whether circRNAs can regulate antitumor immune responses is still poorly understood.

Soft-tissue sarcomas (STS) are tumors of heterogeneous histology that originate from cells belonging to the mesenchymal lineages. Multiple subtypes of STS exist, based on the genetics and differentiation status of the tumor cells^13,14^. For instance, those characterized by numerous genetic aberrations are defined as complex-karyotype sarcomas^13,15^. Among them, Undifferentiated Pleiomorphic Sarcoma (UPS) is one of the most recurrent and aggressive sarcoma subtypes in adults^16,17^. The overall survival of UPS patients has shown only slight improvement in recent decades. Surgery, radiotherapy, and chemotherapy are still the mainstay treatments; however, tumors frequently relapse, showing recurrence at the primary site or in distant organs such as lung. Novel therapeutic interventions, including immunotherapy (e.g., immune-checkpoint inhibitors targeting PD1/PDL1^18^), which potentiates antitumor immune responses, have only provided marginal benefits for these patients so far^19,20^. In this respect, STS are especially immune-excluded tumors^21^; therefore, therapeutic interventions aimed at recruiting antitumor immune cells to the sarcoma mass may be essential to eradicate the disease. Thus, sarcomas represent a tumor type for which it is essential to develop novel therapies that can elicit clinically meaningful and sustained antitumor responses.

Here, we investigated the involvement of circRNAs in STS progression, with a specific focus on whether circRNAs expressed within sarcoma cells can extrinsically influence the composition of the immune tumor microenvironment and trigger anti-sarcoma immune responses. Interestingly, we observe that circRNAs promote sarcoma growth by limiting the expression of interferons and pro-inflammatory cytokines in tumor cells. This action impedes the recruitment and activation of immune cells within the tumor mass, and consequently facilitates the formation of a tumor-promoting microenvironment. Mechanistically, these functions may partially depend on circRNAs’ capability to modulate the activity of the cytosolic RNA sensor RIG-I in the tumor cells. The current findings show a mechanistic aspect of the role of circRNAs in promoting tumor growth, and at the same time provide critical insights on the immune composition of the sarcoma microenvironment, which has not yet been fully characterized.

## Results

### CircAnkib1 and circCsnk1g3 promote sarcoma growth in vivo

The majority of circRNAs exhibit tissue-specific patterns of expression^22^, and are frequently expressed at lower levels compared to their linear counterparts, although the circularized structures prolong their half-life compared to messenger RNAs^23^. We first aimed to identify the most abundantly expressed circRNAs in human and mouse sarcoma cells. Accordingly, we depleted ribosomal RNA from total RNA and performed sequencing to profile the circRNAs expressed in human Undifferentiated Pleiomorphic Sarcoma (UPS) samples (*n* = 8) as well as our recently reported and characterized UPS mouse model^24^ (Supplementary Fig. 1A). By identifying reads that spanned exon boundaries in a non-linear order, we detected thousands of putative sites for circRNA-generating backsplices (Supplementary Data 1, 2). Reasoning that a conservative filtering of these presumed circRNA-generating genes would yield bonafide circRNAs that are best poised to exhibit functional capacity, we narrowed down the number of circRNA-generating loci for further functional characterization. Accordingly, circRNAs were filtered based on high average expression levels (read counts of the backsplice junction and RTqPCR validation), prevalence across human patients, conservation across species, and cross-identification in previous reports or databases^3,25^, identifying 12 circRNA-generating loci meeting these stringent selection criteria (see Methods).

To confirm expression and characterize the functional role of the circRNAs in sarcoma, we employed a syngeneic sarcoma mouse model that would simultaneously (i) recapitulate the genetic aberrations found most frequently in patients, and (ii) provide an immune-competent setting appropriate for studying in vivo the immune microenvironment. By genetic manipulation of the *Trp53* and *Ccne1* genes in mesenchymal stem cells, we generated p53^KO^Ccne1^+^ cells, which were also labeled with a fluorescent protein for tracing (dsRED). We previously reported and deployed this modeling platform, generating tumors that displayed histological features, such as numerous mitotic figures and fibroblastic and pleiomorphic tumor cells, typical of human UPS^24^. Unlike most extant mouse models of STS, this model further recapitulates the human disease in that its genetics reflect the functional loss of *TP53* and gain of *CCNE1*, which were identified among the most frequently occurring genetic and transcriptional defects in the complex-karyotype soft-tissue sarcomas (*The TCGA Research Network, Cell 2017*).

After generating transformed p53^KO^Ccne1^+^ cells, these cells were seeded on a biologically inert 3D scaffold and transplanted subcutaneously in syngeneic recipient mice (Fig. 1a). To ensure that the circRNAs identified from RNA-seq were expressed in the sarcoma cells, as opposed to the cells of the tumor microenvironment, we isolated the dsRED-labeled sarcoma cells from growing tumors and assessed the circRNAs’ expression by reverse transcription (RTqPCR) of the RNA ex vivo (Supplementary Fig. 1B). After confirming the expression of 12 candidate circRNAs specifically in sarcoma cells, we assessed whether any of these candidates were higher expressed in malignant cells (p53^KO^Ccne1^+^) compared to analogous, non-tumorigenic cells (p53^KO^ mesenchymal cells)^24^. While all 12 circRNAs trended toward higher average expression in sarcoma cells compared to non-malignant mesenchymal cells, 6 of these—circCamsap1, circRad23b, circBnc2, circRere, circAnkib1, and circCsnk1g3—were significantly upregulated in sarcoma (Supplementary Fig. 1C). Importantly, these 6 circRNAs demonstrated features of bonafide circRNAs: (i) by resisting degradation by RNase R, a 3’−5’ endonuclease able to degrade linear but not circular transcripts (Supplementary Fig. 1D, E)^11^, and (ii) by showing longer half-life than the linear transcripts after Actinomycin D-induced transcription blockade (Supplementary Fig. 1F). Of these, we selected the three top circRNAs whose human analogs were most abundantly expressed in primary patient samples, as assayed by RTqPCR (Supplementary Fig. 1G), for functional studies in the murine model: circAnkib1, circCsnk1g3 and circBnc2 (Fig. 1b). Importantly, the human analogs of these three circRNAs have been detected not only in UPS but in other subtypes of soft-tissue sarcoma (Fig. 1c) and multiple epithelial cancers (Supplementary Fig. 1H) surveyed in the MiOncoCirc database for human primary tumors^3^. In addition, they were abundantly expressed in multiple human sarcoma and carcinoma cell lines (Supplementary Fig. 1I).

**Fig. 1:**
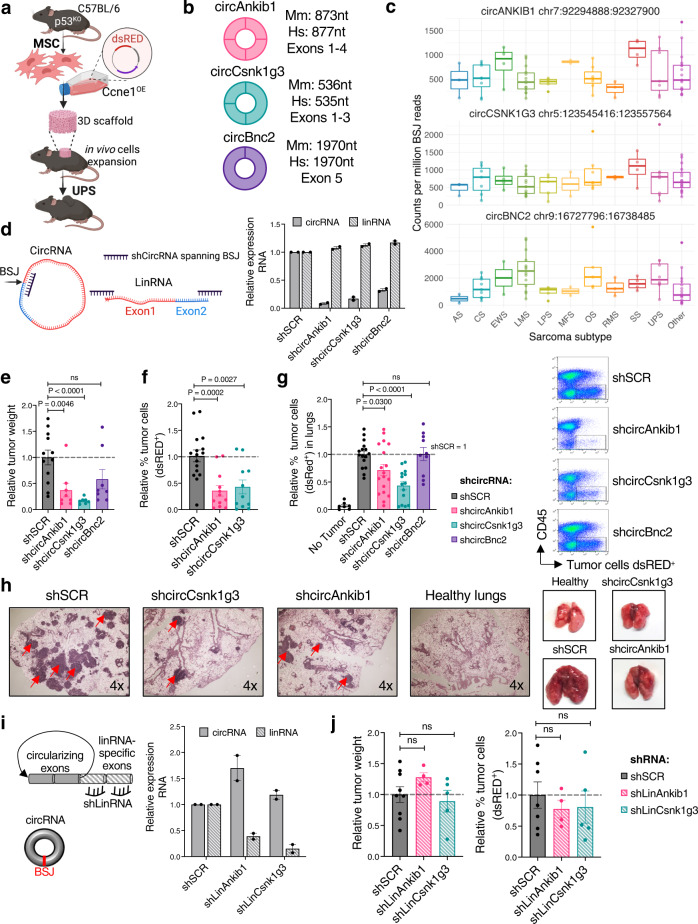
circCsnk1g3 and circAnkib1 promote tumor growth in vivo. **a** Schematic representation of the methodology used to generate dsRED^+^ p53^KO^Ccne1^+^ sarcoma cells from mouse mesenchymal stem cells, and seeding of subcutaneous tumors. **b** Schematic representation of the 3 abundantly expressed, conserved circRNAs. Exons included in the circular transcript and length of the transcript are indicated. **c** Expression of circANKIB1, circCSNK1G3, and circBNC2 in clinical samples of sarcoma subtypes, expressed as counts per million backsplice reads. Subtypes are AS, angiosarcoma (*n* = 3); CS, chondrosarcoma (*n* = 7); EWS, Ewing sarcoma (*n* = 4); LMS, leiomyosarcoma (*n* = 12); LPS, liposarcoma (*n* = 5); MFS, myxofibrosarcoma (*n* = 2); OS, osteosarcoma (*n* = 6); RMS, rhabdomyosarcoma (*n* = 3); SS, synovial sarcoma (*n* = 3); UPS, undifferentiated pleiomorphic sarcoma (*n* = 7); and Other (*n* = 15). Data are presented as median, 25th and 75th percentiles (box), ±1.5 × IQR (whiskers); dots represent individual patient samples. **d** Expression measured by RTqPCR of circular and linear transcripts after targeting of the circular isoforms by using shCircRNAs against the backsplice junction (BSJ). Expression levels are relative to the shSCR condition. Technical replicates are shown from one representative experiment of *n* = 2. **e** Weight of subcutaneous tumors generated by control sarcoma cells (shSCR, *n* = 12 tumors) or from sarcoma cells in which a circRNA was silenced (shcircAnkib1, *n* = 8; shcircCsnk1g3, *n* = 7; or shcircBnc2, *n* = 8). The weight of each tumor is normalized by the average of the control group, over *n* = 2 independent experiments. **f** Relative percentage of tumor cells (dsRED^+^ cells) in the subcutaneous tumors expressing shSCR (*n* = 16) or in which the candidate circRNAs were silenced (shcircAnkib1, *n* = 12; shcircCsnk1g3, *n* = 11). Data are normalized on the average of the control group (shSCR = 1, dotted line, over three independent experiments). **g** Left: relative percentage of tumor cells (dsRED^+^ cells) in the lung, for tumors expressing shSCR (*n* = 16) or tumors in which candidate circRNAs were silenced (shcircAnkib1, *n* = 18; shcircCsnk1g3, *n* = 14; shcircBnc2, *n* = 10). The data are normalized on the average of the control group (shSCR = 1, dotted line), over *n* = 3 independent experiments for shcircCsnk1g3, *n* = 4 independent experiments for shcircAnkib1 and *n* = 2 independent experiments for shcircBnc2. Right: representative flow cytometry gating of the tumor cells (dsRED^+^) and immune cells (CD45^+^) in the tumor mass. **h** Representative H&E staining of one mouse lung section for each experimental group containing tumor foci, indicated by arrows. **i** Schematic representation of the shRNAs used to silence the linear transcripts but not the circRNAs (shLinRNAs, left) and measurement of linear and circular transcripts in qPCR by using convergent and divergent primers (right). *n* = 2 technical replicates are shown from one representative experiment of 2. **j** Weights (left) and percentage of dsRed^+^ tumor cells (right) from subcutaneous tumors generated by control sarcoma cells (shSCR, *n* = 9) or from sarcoma cells in which the expression of linear *Ankib1* or *Csnk1g3* was silenced (*n* = 4 and *n* = 5, respectively). Both weights and percentages are normalized by the mean of the control group (shSCR = 1, dotted line). For all figures, data are reported as mean ± s.e.m. and dots represent independent mice. *P* values: two-tailed unpaired Student’s *t* test. Source data are provided as Source Data File.

For each of these circRNAs, we designed lentiviral vectors expressing shRNAs that target the backsplice junction of the circRNAs to deplete them. Importantly, these shRNAs (indicated as shCircRNAs henceforth) were specifically designed to hybridize only to the sequence of the backsplice junction, while leaving the linear transcripts unaffected (Fig. 1d, left panel). The specific and efficient knockdown of the circRNAs was indeed confirmed by qPCR of shCircRNA vs shSCR sarcoma cells (Fig. 1d, right panel), indicating a decrement in circular but not linear RNA expression in the shCircRNA cells. As these circRNAs exhibited significant upregulation in malignant cells, we hypothesized that they might impinge on the tumorigenic process. To assess this in vivo, the p53^KO^Ccne1^+^ sarcoma cells, in which the expression of circAnkib1, circCsnk1g3, or circBnc2 was silenced, were transplanted in syngeneic immune-competent mice to generate sarcomas either subcutaneously or in the lung (Supplementary Fig. 1J). The subcutaneous tumors were harvested when the control group reached ~1 cm^3^ in size, and the lung tumors after 20 days. Remarkably, when circCsnk1g3 and circAnkib1 were silenced within sarcoma cells, the subcutaneous tumors showed significantly reduced size (Fig. 1e), as well as a lower percentage of dsRED+ tumor cells within the tumor mass, compared to the controls (Fig. 1F). Moreover, when the same circCsnk1g3- and circAnkib1-silenced sarcoma cells were intravenously injected into the tail vein, they exhibited significantly reduced tumor cells and tumor foci number in the lung (Fig. 1g, h). In contrast, the silencing of circBnc2 only marginally affected the growth of the sarcoma cells subcutaneously (Fig. 1e), and it did not affect the tumor burden in the lung (Fig. 1g). While the silencing of circAnkib1 and circCsnk1g3 showed a profound effect on tumor growth in vivo, the silencing of linear *Ankib1* and *Csnk1g3* transcripts with shRNAs specific to the linear isoforms (Fig. 1i) did not impact tumor growth (Fig. 1j). These results reinforce the findings that linear and circular transcripts from the same gene can play independent roles in cancer despite partially shared nucleotide sequence. Moreover, these data highlighted the tumor-promoting roles of circCsnk1g3 and circAnkib1 in the context of sarcoma, warranting further mechanistic investigations.

### circAnkib1 and circCsnk1g3 regulate the expression of interferons and pro-inflammatory signals in the sarcoma cells through RIG-I-mediated pathways

How do circCsnk1g3 and circAnkib1 promote sarcoma growth? To answer this question, we investigated the tumor-related pathways regulated by these circRNAs in the sarcoma cells. Accordingly, we silenced the expression of circAnkib1 and circCsnk1g3 in the tumor cells using shCircRNAs (as in Fig. 1d), and then analyzed the cells’ transcriptomic profiles by RNA sequencing. 

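For the silencing of circCsnk1g3, 1 library of sarcoma cells transduced with a hairpin against the circRNA (shcircCsnk1g3) and 1 library of cells with the control hairpin were analysed, so that no replicate check was possible and no p-value across genes was computed. The control is called shSCR in the article and shCTR in the sample labels. The article describes the sequenced cells as the tumor cells, p53-deficient mesenchymal cells that overexpress Ccne1, and the labels add that they had been recovered from lung foci before transduction. Libraries of circAnkib1-silenced cells were not analysed here. RNA with a poly(A) tail was sequenced, and the authors aligned the reads to GRCm38 with STAR and estimated the count of each gene with RSEM. The table the authors deposited gives these estimated counts as whole numbers, without normalization. The counts summed to 38792143 in the shcircCsnk1g3 library and 42709996 in the shCTR library, with 15256 and 15326 genes above 0. The 10 most abundant genes held 5.03% and 5.14% of the counts. TMM factors were 1.01 and 0.989, and log2 fold changes were computed from TMM-scaled CPM (counts scaled to a common library size) with a prior count of 2, for the 12941 genes with at least 10 counts in 1 library or both. The range given after each log2 fold change is the 95% exact (Clopper-Pearson) interval of the ratio of counts. It compares the 2 libraries, not the conditions, and covers counting error only. For a gene with 10, 100 or 1000 counts in each library, its half-width was 1.42, 0.41 or 0.13 on the log2 scale.

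The targeted gene, Csnk1g3 (ENSMUSG00000073563), lies on the plus strand of chromosome 18 from 53862122 to 53955548 (GRCm38). Its count was 2159 in the shcircCsnk1g3 library and 2411 in the shCTR library, a log2 fold change of -0.05 (-0.14 to 0.03). A circRNA has no poly(A) tail, so these counts stand for the linear transcript and the depletion of circCsnk1g3 itself was not measured by these libraries. Supplementary Data 3 lists 3 hairpin designs against circCsnk1g3, and the text does not name the design that was sequenced. The target of design 1, TAGGATCTGGAGCTCTCTATC, is found where the end of exon 4 at 53906669 joins the start of exon 2 at 53895531, with 12 bases from exon 4 and 9 from exon 2. The target of design 2 spans the same backsplice junction with 10 and 11 bases, and that of design 3 with 7 and 14 bases. In the GENCODE M21 annotation, the exon 4 side is coding sequence and the exon 2 side is 5' UTR, upstream of the start codon at 53895777. None of the 3 targets occurs in an annotated linear Csnk1g3 transcript.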

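After silencing of circCsnk1g3, 275 of the 12941 genes tested were at least 2-fold higher than in the control library and 330 were at least 2-fold lower, and the median log2 fold change of all genes was 0.00. These numbers depend on genes with few counts. With at least 200 counts summed over both libraries, 60 genes were higher and 79 were lower, and at a threshold of 4-fold 49 and 52 were. Gene lists were compared with 10000 random lists of genes of matching expression, and the standing of a list is the percentile of its median log2 fold change among theirs. Of 49 type I interferon-stimulated genes, 46 were higher, with a median of 0.82 and a range from -0.49 (Ifitm3) to 2.10 (Ifit3b), and the intervals of 44 lay above 0. The median was at percentile 100. The largest change among the alternatives came with genes of at least 200 summed counts, where the median was 0.64 over 41 genes and the percentile again 100. Of 32 interferon gamma and antigen presentation genes, 27 were higher, with a median of 0.29 (percentile 99.99). The interferon genes themselves were not detectable at this depth: all 21 of them in the table had at most 3 counts in either library, where 3 counts correspond to 0.0765 CPM in the shcircCsnk1g3 library and 0.0710 CPM in the shCTR library, and the count of Ifnb1 was 1 in each. Of 20 pro-inflammatory cytokine and chemokine genes, 8 were higher and 12 lower, with a median of -0.09 (percentile 13.2). Without the count filter, this list held 29 genes and its median was -0.24 (percentile 0.41). The Reactome set Chemokine receptors bind chemokines stood on the other side, with 12 of 19 genes higher and a median of 0.19 (percentile 98.2). The median of 30 housekeeping genes was -0.06 (percentile 16.6).

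**Figure D1:**
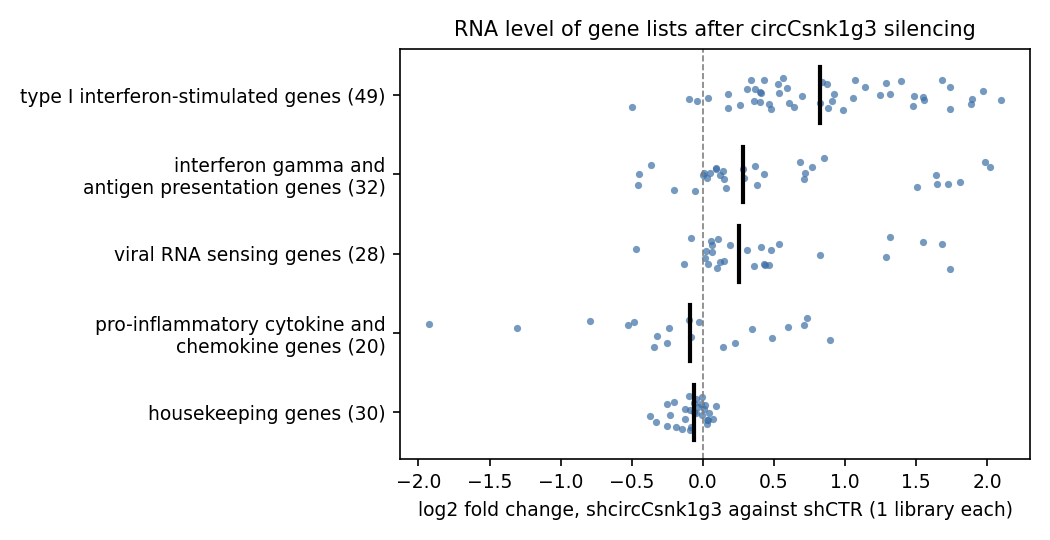
Log2 fold change of each gene of 5 lists between the shcircCsnk1g3 and the shCTR library (horizontal axis, 1 library each). Each point is a gene, spread vertically for legibility only, black bars are list medians, and the number after a list's name is its number of genes. The bar of the type I interferon-stimulated genes stands at 0.82 and that of the cytokine and chemokine genes at -0.09.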

Gene Set Enrichment Analysis demonstrated upregulation of signaling pathways related to both the production of and response to type-I and type-II interferons, following knockdown of both circAnkib1 and circCsnk1g3 (Fig. 2a). Consistently, we found increased expression of interferon-related genes (e.g., *Ifit3*, *Isg15*, *Ifih1*, *Oasl2*, and *Irf7*) and pro-inflammatory cytokines (e.g., *Cxcl10*, *Cxcl9*, *Ccl3*, and *Ccl5*) in the tumor cells upon circAnkib1 and circCsnk1g3 silencing; these results were validated by RTqPCR for selected genes (Fig. 2b). 

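In the circCsnk1g3-silenced cells, Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731, GRCm38) had 225 counts against 81 in the control library, a log2 fold change of 1.56 (1.21 to 1.97). With a prior count of 10, the alternative that changed it most, it was 1.47. Isg15 (chromosome 4, 156199424 to 156200818) rose from 394 to 1029 counts, a log2 fold change of 1.49 (1.32 to 1.66). Oasl2 (chromosome 5, 114896936 to 114912234) rose from 140 to 439 counts, with a log2 fold change of 1.74 (1.48 to 2.04), and Irf7 (chromosome 7, 141262706 to 141266481) from 147 to 336 counts, with 1.29 (1.02 to 1.59). The change of Ifih1 (chromosome 2, 62595798 to 62646255) was smaller, from 116 to 139 counts. Its log2 fold change of 0.36 had an interval that reached down to 0.00 (up to 0.74).

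Among the cytokine genes, Cxcl10 (chromosome 5, 92346638 to 92348889) rose from 804 to 1226 counts, a log2 fold change of 0.71 (0.59 to 0.85). Ccl5 (chromosome 11, 83525778 to 83530518) had 618 counts in the silenced cells and 787 in the control, a log2 fold change of -0.24 (-0.40 to -0.09). Ccl3 (chromosome 11, 83647844 to 83649355) had 36 and 35 counts, and a difference was not detectable at this depth (log2 fold change 0.14, -0.56 to 0.86). Cxcl9 (chromosome 5, 92321347 to 92328079) had 3 counts in the silenced cells, which is the floor, and 7 in the control, with an interval from -3.70 to 1.02, so its direction could not be determined. The paper states increased expression of these interferon-related genes and cytokines in the tumor cells, refers to RTqPCR for selected ones (Fig. 2b), and presents them beside the enriched interferon pathways of Fig. 2a as regulation of interferon signals and pro-inflammatory cytokines by the circRNAs.

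**Figure D2:**
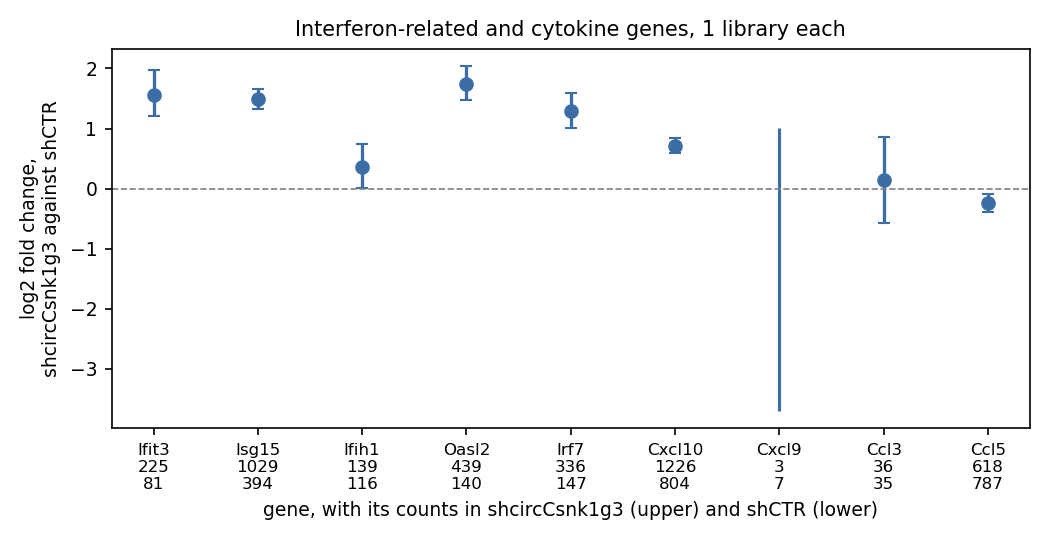
Log2 fold change of 9 interferon-related and cytokine genes between the shcircCsnk1g3 and the shCTR library (vertical axis, 1 library each), with the counts of both libraries under each gene. Points are log2 fold changes and vertical lines are 95% intervals from counting error only. Cxcl9, at 3 counts in the shcircCsnk1g3 library, has no point. The points run from -0.24 (Ccl5) to 1.74 (Oasl2).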

We tested an additional 2 independent shRNA designs against each circRNA, and observed the same upregulation in interferon-response and cytokine-encoding genes (Supplementary Fig. 2A, B). To test whether these observations could be corroborated at the protein level, we employed Reverse Phase Protein Arrays (RPPA) on the circCsnk1g3-silenced cells, followed by western blot validations. In the sarcoma cells silenced for the expression of circCsnk1g3, compared to the controls, the RPPA showed upregulation of NFκB, interferon regulatory factors (IRFs), and the insulin receptor substrates (IRSs), which are engaged by interferon signaling^26^ (Fig. 2c). Interestingly, despite expressing these inflammatory elements, circCsnk1g3-silenced cells expressed less STAT1 than control. STAT1 is known to function as a mediator of autocrine and paracrine interferon signaling, which downstream impinges on the NFκB and IRF pathways. 

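In the sequenced cells, 25 of 28 genes of a list for the sensing of viral RNA inside the cell were higher after circCsnk1g3 silencing, with a median log2 fold change of 0.25 (percentile 99.98 among the random lists). Of these 28 genes, 13 are also on the list of type I interferon-stimulated genes. The other 15, separated only after the values were seen, had a median of 0.06 with 12 of them higher (percentile 77.7). Ddx58, which encodes RIG-I (ENSMUSG00000040296, chromosome 4, 40203773 to 40239828, GRCm38), rose from 1100 to 1806 counts, a log2 fold change of 0.82 (0.71 to 0.93). Ddx58 is itself on the type I list, so this rise is not separate from that of the interferon-stimulated genes. Eif2ak2, which encodes PKR (chromosome 17, 78852564 to 78882573), rose from 1929 to 2415 counts, a log2 fold change of 0.43 (0.34 to 0.52). The Reactome set for RIG-I and MDA5 mediated induction of interferon alpha and beta held 44 tested genes, of which 34 were higher. Its median was 0.11 (percentile 99.94), and it ranked 7 of 662 Reactome sets of 15 to 500 tested genes. Without the 4 genes it shares with the type I list, its median was 0.10 (percentile 99.92).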

A relative lack of STAT1 expression, therefore, suggests that the activation of inflammatory machinery in circCsnk1g3-silenced cells may originate from intracellular signals; intriguingly, pathway analysis on these data demonstrated upregulation of intracellular viral RNA sensing machinery (Fig. 2a). Meanwhile, control cells expressed more of both STAT3 and STAT5, where the former is a principal mediator of IL-10 and IL-6 induced signaling^27^, and the latter has been associated with suppression of antitumor immunity^28^ and reduction of tumor response to stimulation by IFNα^29^. Additionally, western blot analysis demonstrated that the expression of IRF1 and pTBK, both critical signaling elements for transcription of interferons and inflammatory cytokines, was enhanced in the circCsnk1g3- and circAnkib1-silenced tumor cells, in line with the RNA-level data (Fig. 2d). Importantly, the increased expression of pro-inflammatory pathways were uniquely triggered by circRNA silencing, while the knockdown of the linear transcripts did not show such an effect or even trended in the opposite direction (Fig. 2e and Supplementary Fig. 2C).

**Fig. 2:**
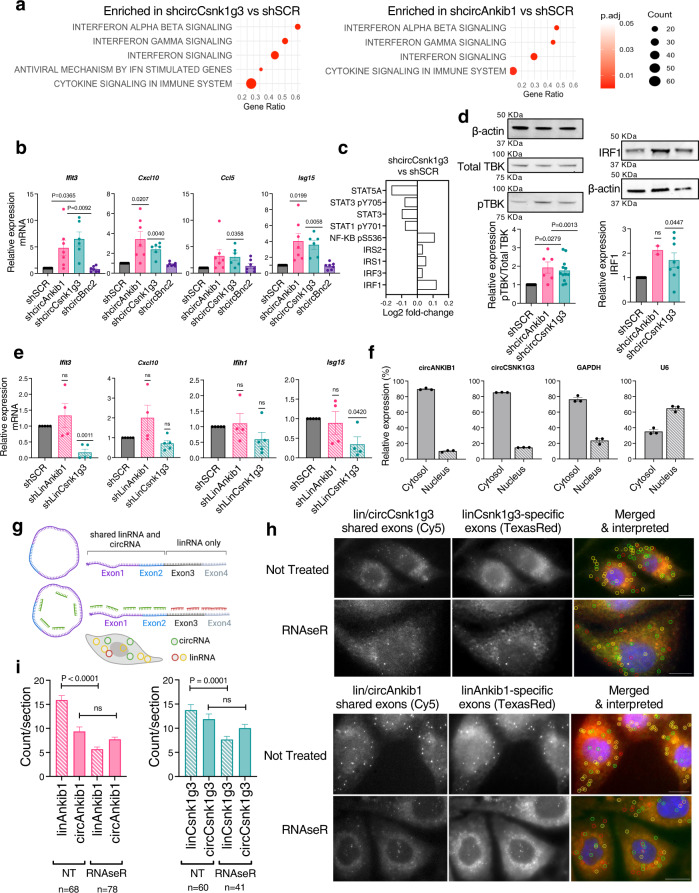
circRNAs regulate the expression of interferon signals and pro-inflammatory cytokines in tumor cells. **a** Pathway analysis showing top Reactome terms enriched upon knockdown of circCsnk1g3 (left) or circAnkib1 (right). Pathways are colored by Benjamini-Hochberg adjusted *P* value. **b** Validation by RTqPCR of the differential expression of interferon-related genes after silencing of circCsnk1g3, circAnkib1, and circBnc2. Dots represent *n* = 6 independent biological replicates (minimum) and *P* values are derived from two-tailed one sample *t* test. **c** RPPA analysis of specific regulators of interferon signaling. **d** Validation and quantification of changes in pTBK (left) and IRF1 (right) expression in sarcoma cells after silencing of circCsnk1g3 (*n* = 12 pTBK and *n* = 8 IRF1) and circAnkib1 (*n* = 6 pTBK and *n* = 2 IRF1). Dots represent independent biological replicates, and one representative western blot is shown for each protein. *P* values derived from two-tailed one sample *t* test. **e** RTqPCR analysis of the differential expression of interferon-related genes after the silencing of the linear (mRNA) isoforms of *Csnk1g3* and *Ankib1*. Dots represent *n* = 4 independent biological replicates (minimum) and *P* values are derived from two-tailed one sample *t* test. **f** Fractionation of nucleus/cytosol and quantification of circCsnk1g3 in the two distinct fractions. *Gapdh* (cytosolic) and *U6* (nuclear) were used to validate the fractionation. Dots represent technical replicates of one experiment. **g** Schematic representation of the circFISH assay used to distinguish linear and circular isoforms and to map their sub-cellular localization. Using fluorescent probesets targeted to specific exons, the shared exons (linRNA and circRNA) were labeled with Cy5 (green) and the linRNA-only exons were labeled with Texas Red, such that linear transcripts appear as red or yellow signal, and circRNAs as green. **h** Representative pictures of the circFISH assay to detect circular and linear isoforms of *Csnk1g3* and *Ankib1*, with overlaid circles in rightmost panels denoting detection of a linRNA (yellow or red circle) or circRNA (green circle). Top panels: untreated sarcoma cells. Lower panels: sarcoma cells treated with RNAseR. Representative pictures are shown from *n* ≥ 2 independent experiments. **i** Quantification of the circFISH assay for circCsnk1g3, linCsnk1g3 and circAnkib1, linAnkib1 in the RNaseR and untreated (NT) conditions. *P* values are derived from unpaired Student’s *t* test. For all bar plots, data are reported as mean fold-change ± s.e.m. unless otherwise noted. Source data are provided as Source Data File.

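The Reactome terms named for circCsnk1g3 were scored from the 2 libraries by the median log2 fold change of their tested genes. Of 662 sets, ranked by the distance of their median from those of their random lists, 63 were past the upper percentile threshold and 53 past the lower one. Interferon gamma signaling ranked 1 with a median of 0.19 over 59 genes (percentile 100), and Interferon Signaling ranked 2 with 0.13 over 86 genes (percentile 99.99). Cytokine Signaling in Immune system ranked 14 with 0.05 over 179 genes (percentile 99.71). Antiviral mechanism by IFN-stimulated genes ranked 134, with 13 of its 24 genes higher and a median of 0.05 (percentile 91.1). Interferon alpha beta signaling held 12 tested genes, too few for the ranking, with a median of 0.15 (percentile 98.0). Without the genes that each set shares with the type I list, a comparison chosen after the values were seen, the percentile was 99.7 for interferon gamma signaling, 94.6 for Interferon Signaling, 88.2 for Cytokine Signaling, 3.82 for the antiviral mechanism and 29.9 for interferon alpha beta signaling, which then held 8 genes.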

Next, we aimed to investigate the molecular mechanisms underlying the capacity of these circRNAs to regulate interferons and pro-inflammatory signals in sarcoma tumor cells. CircRNAs have been reported to activate or suppress elements of innate immunity^10,12,30^. This potential functional mode of circRNAs has been poorly described in tumors, however. Because circAnkib1 and circCsnk1g3 both exhibited anti-inflammatory capacity, we hypothesized that circAnkib1 and circCsnk1g3 could interact with double-stranded RNA (dsRNA)-binding proteins that function as pattern-recognition receptors and/or mediators of antiviral immunity, such as PKR, MDA5, and RIG-I. As these viral RNA-sensing mechanisms are predominantly cytosolic, we first employed nucleus/cytosol fractionation, which indeed ascertained that circAnkib1 and circCsnk1g3 also localized preferentially in the cytosol (Fig. 2f). Cytosolic localization was confirmed by RNA-targeted fluorescence in situ hybridization, using a specially adapted technique to distinguish between circular and linear RNA isoforms (circFISH^31^, Fig. 2g, h). Linear RNA degradation by RNase-R treatment was used to verify the circular-vs-linear specificity of the circFISH signals (Fig. 2i).

Next, we sought to detect interactions between circAnkib1 and circCsnk1g3 to viral RNA sensing proteins. Recent work suggested that protein kinase R (PKR), a nucleic acid receptor that induces a signal transduction cascade ultimately leading to interferon production, can bind endogenous cellular circRNAs in addition to viral RNAs^10^. In the innate-immunity setting, endogenous circRNAs were degraded in the presence of viral RNAs, freeing PKR to trigger interferon expression and immune-activating signals^10^. Thus, we first hypothesized that circCsnk1g3 and circAnkib1 could function as negative regulators of PKR in the tumor cells, and thereby block the activation of interferon signals. We accordingly generated CRISPR/Cas9 knockout (KO) sarcoma cells for PKR (Supplementary Fig. 3A) and measured the capability of the circRNAs to trigger inflammatory signals in these cells, compared to in PKR-WT (control) cells. In PKR-WT cells, silencing of circCsnk1g3 and circAnkib1 were both capable of triggering the expression of inflammatory elements as expected (Supplementary Fig. 3B). However, this capability was not significantly decreased in the PKR-KO setting (Supplementary Fig. 3B), suggesting that, in the tumor context, the circRNAs do not necessarily depend on PKR to mediate their pro-inflammatory effect.

**Fig. 3:**
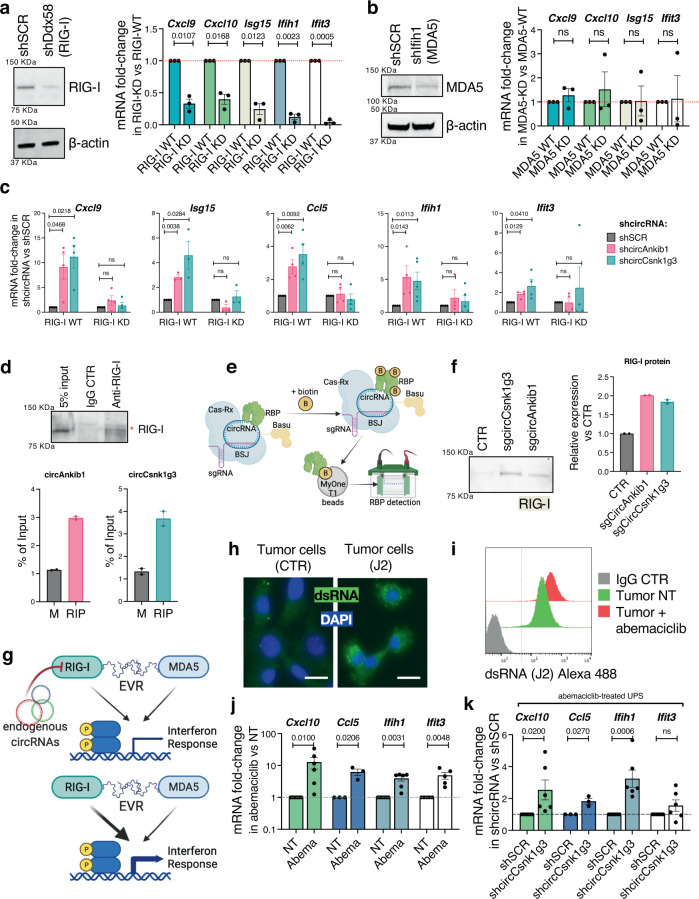
circRNAs regulate the expression of interferon genes partially through RIG-I. **a** Left: validation of stable RIG-I knockdown by shDdx58 in UPS cells. Right: RTqPCR quantification of interferon-related genes, in control cells (RIG-I WT, *n* = 3) or in RIG-I-silenced cells (RIG-I KD, *n* = 3). Dots represent biological replicates. **b** Left: validation of stable MDA5 knockdown by shIfih1 in UPS cells. Right: RTqPCR quantification of interferon-related genes, in the control cells (MDA5 WT, *n* = 3) or in MDA5-silenced cells (MDA5 KD, *n* = 3). Dots represent biological replicates. **c** RTqPCR quantification of shcircRNA-mediated changes in interferon-related gene expression, in RIG-I WT or RIG-I KD sarcoma cells. Dots represent biological replicates. **d** Top: validation of the RIG-I pulldown efficiency for RNA immunoprecipitation. 5% of total material is probed in Input, the remaining 95% was split evenly for the IgG and RIG-I pulldowns. One representative blot of 2 is shown. Bottom: detection of circRNAs in Mock (M) or RIG-I (RIP) immunoprecipitation, as percent of input. Dots represent technical replicates of one representative experiment out of 3 with similar trend. **e** Schematic of the BASU-dCasRx system for detecting interaction between circRNA and protein. **f** Left: western blot of RIG-I protein detected upon circRNA-guided biotin pulldown. One representative blot of 2 is shown. Right: Quantification of same. Dots represent technical replicates from one representative experiment of two with similar trend. **g** Schematic representation of the working hypothesis for circRNA impingement on activity of viral RNA sensor RIG-I. **h** Sections of mouse sarcomas with immunofluorescence staining of endogenous dsRNAs by J2 antibody. Two representative sections of one experiment are shown. **i** Flow cytometry quantification of dsRNA content in sarcoma cells, measured by intracellular staining with J2 antibody. One representative histogram from *n* = 3 independent samples is shown. **j** RTqPCR quantification of abemaciclib-mediated changes in interferon-related gene expression in UPS cells. Expression fold-changes normalized to no-treatment condition (NT, dotted line). Dots represent biological replicates from *n* ≥ 3 independent experiments. **k** RTqPCR quantification of interferon-related gene expression, in abemaciclib-treated shcircCsnk1g3 sarcoma cells vs abemaciclib-treated shSCR cells. Fold-changes normalized to shSCR condition (dotted line). Dots represent biological replicates from *n* ≥ 3 independent experiments. **a**–**c**, **j**, and **k**, dots represent biological replicates, and *P* values are derived from two-tailed one sample *t* test. For all figures, data are reported as mean ± s.e.m. Source data are provided as Source Data File.

Besides PKR, several other proteins have a well-established ability to bind viral RNA and trigger interferon and inflammatory responses. Among these proteins are MDA5 and RIG-I, both pattern-recognition receptors. Thus, we investigated whether MDA5 and RIG-I could also sense endogenous circRNAs. First, we assessed the activation status of these proteins in the sarcoma cells by measuring interferon signals upon MDA5 and RIG-I silencing. The knockdown of *Ddx58* (encoding RIG-I) significantly reduced the expression of interferon signals and pro-inflammatory cytokines in the tumor cells (Fig. 3a). On the contrary, the silencing of *Ifih1* (encoding MDA5) only minimally changed the expression of these elements (Fig. 3b). Thus, we investigated whether the circRNAs’ capacity to repress inflammatory signals could depend on RIG-I. We generated RIG-I shRNA-silenced (RIG-I KD) sarcoma cells, and we measured the capability of the circRNAs to regulate inflammatory signaling in RIG-I KD cells compared to in RIG-I wild-type (RIG-I WT) cells. Upon silencing of each of circCsnk1g3 or circAnkib1, interferon-related genes and pro-inflammatory elements were increased in the RIG-I WT cells, as expected (Fig. 3c). However, such an increase was significantly abrogated in the RIG-I KD condition (Fig. 3c). For circCsnk1g3, this experiment was repeated again using an alternative method to silence RIG-I. Employing CRISPR/Cas9 knockout for RIG-I, again the circRNA modulation of inflammatory signaling was abrogated in RIG-I KO cells compared to RIG-I WT (Supplementary Fig. 3C, D).

Since RIG-I is known to directly bind viral RNA, we next sought to determine whether circRNAs could have a physical interaction with RIG-I as well, which might underlie their modulation of RIG-I function. RIG-I has been estimated to be expressed at ~1000 copies per cell at the upper end of expression (in innate immune cells such as macrophages^32^) while circCsnk1g3 and circAnkib1 were expressed in the sarcoma cells at ~2200 and 400 copies per cell, respectively (Supplementary Fig. 3E), which would potentially allow for an approximately equimolar interaction. Upon immunoprecipitation of RIG-I, RTqPCR on the pulled-down material demonstrated enrichment of circCsnk1g3 and circAnkib1 (Fig. 3d, Supplementary Fig. 3F), whereas no enrichment was observed for the linear transcripts, nor for circBnc2 (Supplementary Fig. 3F)—this result was consistent with the observation that circBnc2 does not regulate interferon signals in the sarcoma cells (Fig. 2b), and does not promote tumor growth (Fig. 1e, g).

The interaction between RIG-I and the circRNAs was also assessed by pulldown in the reverse direction, employing an adapted form of CRISPR-assisted RNA-protein interaction detection^33^ (CARPID). Briefly, the catalytic dead CasRx protein fused with the biotin ligase BASU (BASU-dCasRx) was expressed in the sarcoma cells—along with sgRNAs targeting the backsplice junctions of the circRNAs—such that the BASU-dCasRx was guided to add biotin residues to proteins in the proximity of circCsnk1g3 and circAnkib1 (Fig. 3e). Upon biotin pulldown, RIG-I could be detected among the biotinylated proteins that interact with circCsnk1g3 and circAnkib1 (Fig. 3f).

These data suggest that RIG-I is a major promoter of interferon signals and expression of inflammatory elements in the sarcoma cells, and that endogenous circRNAs may reduce its activation. However, one question remains open: what stimulates RIG-I activation at steady-state in the tumor cells, when RIG-I is canonically activated by RNAs of viral origin? Interestingly, while tumor cells are not directly infected by viruses, they can still present high levels of dsRNAs of viral origin that derive from the re-expression of endogenous retroviral elements (ERVs) integrated into normal mammalian genomes^34^. While generally silent in normal cells, ERVs can be aberrantly expressed in tumor cells, ultimately activating interferon responses through cytosolic RNA sensors like RIG-I and MDA5^35^, in a phenomenon described as “viral mimicry”. Not only may tumor cells at baseline express the high levels of dsRNA necessary to trigger the viral mimicry response, but this response can be enhanced further upon treatment with DNA-demethylating agents^35^, including the CDK4/6 inhibitor abemaciclib^36^. Following this line, we investigated the possibility that endogenous dsRNAs are present in the p53^KO^Ccne1^+^ sarcoma cells, that they trigger inflammatory activity, and that endogenous circAnkib1 and circCsnk1g3 limit viral mimicry responses (Fig. 3g). Consistent with these hypotheses, dsRNA was detectable (with the J2 antibody) in the sarcoma cells at steady-state (Fig. 3h), and was elevated further upon abemaciclib treatment (Fig. 3i). Furthermore, in addition to elevating dsRNA expression, treatment with abemaciclib increased also the expression of interferon and pro-inflammatory elements in the sarcoma cells (Fig. 3j). Finally, in abemaciclib treated sarcoma cells, silencing of circCsnk1g3 increased expression of these genes even further (Fig. 3k), demonstrating that targeting circRNAs could augment the effect of abemaciclib on the sarcoma cells’ viral mimicry response, and potentially also on antitumor immunity.

### Silencing of circRNAs affects the immune TME landscape

The knockdown of circAnkib1 and circCsnk1g3 resulted in increased interferon and pro-inflammatory signaling in the tumor cells. Tumor derived pro-inflammatory pathways have been widely recognized to play a critical role in tumor development, due to their communication with the immune microenvironment. Therefore, we investigated whether circCsnk1g3 and circAnkib1 may regulate tumor growth by impinging on the overall immune landscape within the tumor microenvironment. To assess this possibility, we performed a comparative analysis of the TME of sarcoma, generated by p53^KO^Ccne1^+^ cells either expressing or silenced for circCsnk1g3. First, by flow cytometry, we surveyed the ratio between tumor and immune cells. The circCsnk1g3-silenced tumors showed a significantly decreased ratio between tumor cells and T cells, both CD4+ and CD8+, compared to the controls (Fig. 4a). Then, to better define the subtypes of immune cells infiltrating these tumors and to characterize their transcriptional changes following from the tumor-cell knockdown of circCsnk1g3, tumors were assayed by droplet-based single-cell RNA-sequencing (scRNA-seq). Subcutaneous sarcomas (shSCR and shCircCsnk1g3, *n* = 4 independently hashtagged mice per group) were dissociated and captured with the Chromium platform (10X Genomics) (Fig. 4b). Following in silico quality control to remove dead cells and doublets, we identified 9 high-level clusters which were detected across conditions, representing tumor cells and the main cell populations of the TME (Fig. 4c, key marker genes shown in Supplementary Fig. 4A and full gene lists in Supplementary Data 4). After annotating the major immune TME subpopulations according to previously published markers^37,38^, we focused on NK and T lymphocytes by separate subclustering (Fig. 4d, Supplementary Data 5). We compared (i) the relative abundance of each cell type in each condition and (ii) changes in the expression profiles of each cell type across conditions. Four populations of CD4+ T cells were distinguished, including regulatory T cells (Treg) expressing *Foxp3, Il2ra, Ikzf2, Tnfrsf4* and *Ctla4*, and CD4+ helper T cells expressing *Ramp3, Rora*, and *Odc1*, genes that have been associated to memory T cells^39^. We identified two clusters of naïve-like CD4+ T cells, expressing *Foxp1* and *Lef1* and either *Ccr7* or *Tcf7*. Cytotoxic CD8+ cells expressing *Gzmk, Cxcr6, Ccl5*, and *Grap2* or the NK receptors *Klra6, Klra7, Klrk1*, and *Klrd1*^40^ were also detected. Additionally, a separate population of CD8+ T cells exhibited exhaustion markers *Lag3* and *Pdcd1*. By comparing the relative abundance of these cell types across conditions, we found that silencing of circCsnk1g3 was associated with a decreasing trend for regulatory T cells (Treg) and exhausted CD8+ T cells; conversely, cytotoxic CD8+ T cells showed the opposite trend (Fig. 4e). Examining differentially expressed genes across conditions, we found that in the tumors silenced for circCsnk1g3 compared to control tumors, CD4+ T cells on average expressed lower levels of Treg-related genes, including *Tnfrsf9, Tnfrsf4, Ikzf2, Il2ra*, and *Ctla4* (Fig. 4f), while CD8+ T cells trended towards lower levels of regulatory/exhaustion genes, including *Pdcd1*, *Ctla4*, *Ikzf2*, and *Tox* (Supplementary Fig. 4b). This was also confirmed with independent cohorts of mice by FACS-sorting CD8+ T cells and RTqPCR analysis of the critical genes (Supplementary Fig. 4C). Importantly, immunofluorescence staining of the sarcoma upon circCsnk1g3 silencing confirmed an increased infiltration of CD3+ T cells in the inner tumor parenchyma of the circRNA-KD tumors, contrasting with the control tumors, in which the T cells mainly accumulated at the tumor borders (Fig. 4g, h). In addition, FoxP3^+^ T regulatory cells were diminished as a fraction of total T cells in the circRNA-KD tumors (Supplementary Fig. 4D, E). These observations reinforce the hypothesis that circRNA silencing could enhance antitumor T-cell responses. Next, to further confirm the involvement of T cells in circRNA-mediated functions, we compared growth of WT and circRNA-silenced sarcoma cells in immunodeficient nude mice that do not bear T lymphocytes. While the silencing of circCsnk1g3 and circAnkib1 reduced tumor growth in immunocompetent mice (as shown in Fig. 1), the silencing of the circRNAs did not affect tumor growth in the immunodeficient mouse strain (Fig. 4i), suggesting that a fully functional immune system, which includes T cells, is necessary for these circRNAs to exert their pro-tumorigenic effect.

**Fig. 4:**
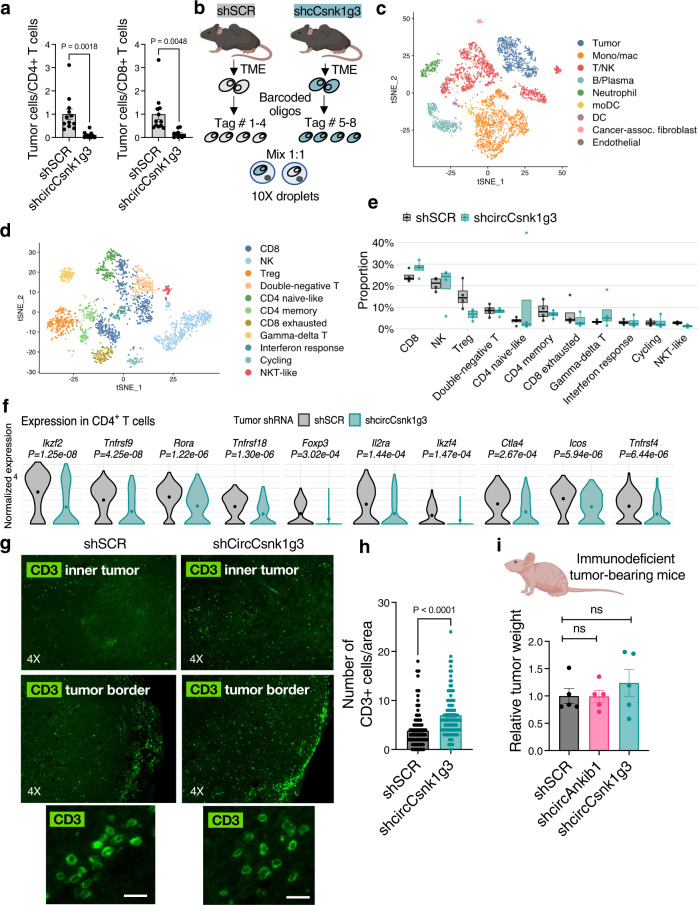
Targeting circRNAs in tumor cells re-shapes the tumor microenvironment. **a** Flow cytometry analysis for ratio between tumor cells and CD4^+^ T cell (left) or CD8^+^ T cells (right) in the subcutaneous sarcoma generated by control sarcoma cells (shSCR, *n* = 12 mice) or cells in which the expression of circCsnk1g3 was silenced (shcircCsnk1g3, *n* = 10 mice). Data are normalized to shSCR condition, over *n* = 3 independent experiments. **b** Schematic representation of the single-cell RNA-sequencing experiment. **c** t-SNE plot of the major cell populations identified. **d** t-SNE plot of lymphocyte subclusters. **e** Comparative proportions of lymphocytic cell identities in shSCR and shcircCsnk1g3 tumors (*n* = 4 mice each group, totaling *n* = 1143 immune cells from shSCR tumors and *n* = 993 immune cells from shcircCsnk1g3 tumors). Data are reported as median, IQR (box), and 1.5 × IQR (whiskers). Dots represent individual mice. **f** Normalized expression of selected genes differentially expressed in CD4^+^ T cells from shSCR and shcircCsnk1g3 tumors, analyzed by single-cell RNA-sequencing. *n* = 273 and *n* = 186 CD4^+^ T cells from *n* = 4 shSCR and *n* = 4 shcircCsnk1g3 tumors, respectively. Mean expression values are plotted as dots and *P* values derived by Wilcoxon rank sum test with Bonferroni correction. **g** Immunofluorescence staining showing the distribution of CD3^+^ T lymphocytes at the border or in the inner tumor parenchyma upon silencing of circCsnk1g3 in the sarcoma cells. Representative pictures of the inner tumor and tumor border areas are shown. **h** Quantification of the total CD3^+^ T cells identified in tumor sections. Dots represent individual regions (*n* = 171 shSCR, *n* = 109 shcircCsnk1g3) acquired from *n* ≥ 2 mice each group. **i** Weight of subcutaneous tumors generated in immunocompromised mice by control sarcoma cells (shSCR, *n* = 5 mice) and by sarcoma cells silenced for expression of circCsnk1g3 (*n* = 5) or circAnkib1 (*n* = 5). Weights normalized to shSCR condition. For all figures, data are reported as mean ± s.e.m., dots represent independent mice, and *P* values determined by unpaired Student’s *t* test, unless otherwise indicated. Source data are provided as Source Data File.

Lastly, we characterized the sarcoma-infiltrating myeloid and dendritic cell types (markers in Supplementary Data 6), which included granulocytes (*S100a8*, *Csf3r*), dendritic cells (monocyte-derived *Cd209a*/*Ccr7*, or plasmacytoid *Ccr9*/*Siglech*), and monocytes/macrophages. Non-classical monocytes (*Ace*, *Adgre4*, *Itgax*, *Cx3cr1*) and classical monocytes (*Ccr2*, *Ly6c2*) were present, as were intermediate monocytes expressing lower levels of *Ly6c2* and *Ccr2* along with *Spn* (encoding CD43), but high levels of *Sell* (encoding CD62L). Another myeloid population exhibited an inflammatory intermediate state between monocytes and macrophages including low levels of both *Ly6c2* and *Adgre1*, but high expression of antigen-presentation- and interferon-related genes. Among macrophages, most cells expressed high levels of complement (*C1qa*, *C1qb*, *C1qc*), which in tumor-associated macrophages have been reported to correlate with immune exhaustion and poor survival^41^. The remainder of the macrophages, on the contrary, expressed *Spp1* and *Cd36*, with a distinct subset of these cells also expressing genes related to lipid processing (*Lipa*, *Fabp5*, *Lpl*). Recently, the *1* macrophage phenotype has been reported in human tumors across distinct histology and has been associated with signatures of hypoxia (*Hilpda*, *Hmox1*, *Bnip3*) and lipid metabolism^42^. Tumors silenced for the expression of circCsnk1g3 showed lower infiltration of complement-expressing macrophages but more *Spp1*-expressing macrophages (Supplementary Fig. 4F, G), suggesting that the different inflammatory microenvironments primed by the tumor cells may be responsible for a metabolic switch in the activation of the myeloid cells.

Together these data showed that silencing of circCsnk1g3 in sarcoma cells significantly changed the overall TME immune landscape—in terms of relative numbers of cell populations, their transcriptional activity, and infiltration of T cells beyond the tumor border—to less tumor-permissive conditions that could potentially facilitate the observed reduction in tumor growth.

## Discussion

Previous experimental settings have shown that circRNAs could play pro-tumorigenic roles by regulating mechanisms intrinsic to tumor cells, such as the expression of genes that promote the tumor cell cycle and proliferation. In the context of prostate cancer, circCsnk1g3 has been shown to modulate tumor cell proliferation through the interaction with miR-181b/d and the consequent regulation of cell-cycle related genes (e.g., *CDK1* and *CDC25*)^1^. In addition, circAnkib1 has been reported to be upregulated in osteosarcoma compared to normal and adjacent tissues. In that context, circAnkib1 silencing represses tumor progression by upregulating miR-217 and downregulating *PAX3*^43^. While these and other past publications have reported that circRNAs function as decoys of micro RNAs (miRNAs) in the tumor cells, our data add a different layer of complexity to the mechanisms used by circRNAs to promote tumor growth. Here, we show that circRNAs could repress pathways that drive interferons and pro-inflammatory cytokines in the tumor cells and in this way be ultimately responsible for recruiting antitumor immune activity to the tumor microenvironment. While circRNAs have been reported to modulate interferon signaling in the context of viral infection and autoimmune diseases^10^, similar roles have not been reported in the context of tumor progression.

This study shows that silencing specific circRNAs, including circCsnk1g3 and circAnkib1, removes the circRNA-mediated blockade of interferons and inflammatory cytokines in the tumor cells and thus increases tumor immunogenicity. Such a situation may also have important clinical implications. Tumors poorly infiltrated by immune cells are unlikely to respond to existing immunotherapies based on immune-checkpoint blockade^44^. In this respect, the therapeutic targeting of circRNAs could be explored as adjuvant therapy in combination with other immunotherapeutic approaches—such as anti-PD1/PDL1 immune-checkpoint inhibitors—that are typically precluded in cases of poor preexisting immune infiltration. Furthermore, in this model, T cells infiltrating tumors lacking circCsnk1g3 showed reduced exhaustion markers, an indicator for possible synergy with immune-checkpoint inhibitors, which indeed function to reinvigorate exhausted T cells in the tumor mass^45^. Additionally, targeting of circRNAs could be tested in combination with more conventional cancer treatments, such as radiotherapy or DNA-demethylating agents, to alter the immune composition and function of the TME^46^. Accordingly, our data showed that circRNAs could be critical players in the context of viral mimicry-like responses induced by abemaciclib^36^. In this context, circRNAs could potentially be restricting the drug’s efficacy by limiting the full activation of interferon and inflammatory responses. Thus, silencing of circRNAs could be used as adjuvant for different therapies aimed at activating antitumor immune responses. As a future direction, novel investigations may be proposed to test in pre-clinical and clinical settings whether antisense oligonucleotides (ASOs) can be used to target one or more specific pro-tumorigenic circRNAs. Additionally, because virtually all tissues express circRNAs, other tumors in addition to sarcoma could potentially respond to circRNA targeting to stimulate interferon and inflammatory pathways.

Mechanistically, we showed that circRNAs repress pro-inflammatory factors by blocking the RNA sensor RIG-I^47^, while PKR and MDA5 are only marginally involved. However, it is still possible that additional RNA sensors such as toll-like receptors (TLR) and nucleic acid binding proteins, including PACT, NF90/110, and ADAR1p150, also play a role in this process. These elements were previously reported interacting with circRNAs by binding and competition screening assays in vitro^10^. Nevertheless, such binding still needs to be demonstrated in vivo. How might circRNAs bind and repress RIG-I activation? A recent publication showed that circRNAs can form one or multiple locally double-stranded RNA structures, making them amenable to interacting with cytosolic RNA sensors, including RIG-I^10^. Although the current study did not investigate the circRNAs’ structures, we may speculate that dsRNA secondary structures could allow circCsnk1g3 and circAnkib1 to bind one or multiple RIG-I molecules and repress the RIG-I-mediated pathways that drive the expression of interferons and inflammatory elements. Interestingly, both circRNAs were present at a copy number per cell that would in principle allow for a near-equimolar interaction with RIG-I.

Direct RNA/protein binding may not be the only mechanism underlying the circRNAs’ ability to modulate RIG-I function. Even though RIG-I was required for the two circRNAs to exert their immunomodulatory effects, their mutual enrichment in pulldowns was a modest 2- to 4-folds. Indeed, it has been demonstrated that circRNAs’ double-stranded regions are shorter than the lengths typical of a viral RNA^10^, which could explain the relatively weaker affinity between an RNA-binding protein and circRNAs. Interestingly, it has been suggested that the length of the binding region may determine whether the protein’s function is activated or blocked^10^. Finally, additional, binding-independent mechanisms may also contribute to the functional interaction. Further studies are thus required to reveal the physical interaction that underlies circCsnk1g3 and circAnkib1’s dependence upon RIG-I for their function in tumor cells.

These data open the possibility that many more circRNAs in addition to those described here could regulate inflammatory pathways and TME composition. Future investigations would be necessary to characterize the structures of functional circRNAs, and the stoichiometric relationship between the circRNAs, their putative dsRNA structures, and their protein binding partners. Such investigations will ultimately also assess the possibility that one circRNA could simultaneously sequester and regulate multiple binding proteins. Finally, although not investigated in the current study, the N6-adenosine methylation status of the circRNAs should also be investigated as part of the circRNAs capacity to activate RIG-I pathways. In this regard, it has been reported that methylation residues on endogenous circRNAs repress the activation of RIG-I pathways^30^. It would be essential to define the methylation status of the inflammatory circRNAs, including circCsnk1g3 and circAnkib1, and compare them to the circRNAs that are not capable of triggering pro-inflammatory signals. These analyses could potentially anticipate which circRNAs in each tumor type represent the most promising targets to enhance antitumor immunity, perhaps in combination with immunotherapies, DNA-demethylating agents, or mainstay treatments.

## Methods

### Mouse and human cell lines

Female, 8–10 wk old, C57Bl/6 J wild-type (strain #000664), C57Bl/6 J p53^KO^ (#002101), and athymic nude NU/J mice (#002019) were purchased from The Jackson Laboratory. Mice were housed at ambient room temperature (74 ± 2 °F) with humidity of 30–70% and a light/dark cycle of 14 h/10 h. Tumor burden did not exceed 1.5 cm^3^. Maximal tumor burden and all other aspects of animal experiments were performed in accordance with the guidelines of Cedars-Sinai Medical Center Institutional Animal Care and Use Committee. The human 293 T cells line for viral preparation was purchased from ATCC. 293 T were grown in DMEM, supplemented with glutamine, 10% fetal bovine serum (Gibco), 100 IU/ml penicillin, and 100 μg/ml streptomycin (Gibco). Cells were cultured in an incubator at 37 °C and 5% CO_2_.

### Mouse mesenchymal stromal cells isolation, maintenance, and in vivo tumorigenesis

Subcutaneous sarcomas were generated as previously described^24^. Briefly, long bones were collected from p53^KO^ mice, crushed, and digested with collagenase II (1 mg/ml) for 1 hour at 37 °C on a shaker. Recovered cells were stained and FACS-sorted as CD45^−^CD31^−^Ter119^−^Sca1^+^PDGFRα^+^ and cultured using complete MesenCult medium (STEMCELL Technologies). MSCs were maintained in a humidified chamber with 5% CO_2_ and 1% O_2_, with half of medium changed every 3 days. After 7 days in culture at 1% O_2,_ cells formed visible CFU-F colonies; after this point cells were periodically split at 80% confluency. To generate sarcoma cells, mesenchymal cells were transduced for the stable overexpression of *Ccne1* (see below for plasmid generation). The stable cells were assessed by RTqPCR and/or western blot, expanded in vitro and then used for in vivo tumorigenesis assays. Experiments measuring in vivo tumorigenesis (subcutaneous tumors) were carried out following the protocol previously described^24^. Briefly, 3D scaffolds (5 mm × 2 mm) made with reticulated polycarbonate polyurethane urea matrix (CS1-0502-25, DSM Biomedical/Biomerix) were seeded with MSCs at a concentration of 1 × 10^5^ cells/scaffold. Cells were allowed to adhere to the scaffolds for a minimum of 6 hours. Scaffolds were then implanted subcutaneously into mouse flanks, and tumors were harvested 3 weeks after implantation. To seed sarcomas in the lung, 2 × 10^5^ p53^KO^Ccne1^+^ sarcoma cells were injected intravenously in the mouse tail. Pulmonary sarcoma macroscopic foci were visible starting at 20 days post-injection. After isolation from primary recipient mice, sarcoma cells were cultured in DMEM, supplemented with glutamine, 10% fetal bovine serum, 100 IU/ml penicillin, and 100 μg/ml streptomycin (Gibco), and maintained at 37 °C and 5% CO_2_.

### RNA-sequencing of human and mouse sarcoma samples

Human undifferentiated sarcoma primary samples were collected, cryopreserved, and provided by the bio-repository of the Mount Sinai School of Medicine, NY. Slides from these specimens were reviewed by expert pathologists to verify histology, and a tissue cut was taken from each sample for RNA isolation. After homogenization, RNA was isolated with TRIzol (Invitrogen) and purified by RNA isolation kit (Invitrogen), according to the manufacturer’s instructions. Mouse tumors were surgically resected, the tissue was homogenized, and RNA was isolated and purified in a similar manner. For both mouse and human primary sarcoma samples, ribosomal RNAs were depleted from the total RNA before sequencing using the Ribo-Zero rRNA Removal kit (Epicentre). The TruSeq Stranded Total RNA library Prep kit (Illumina) was used to generate RNA-seq libraries from the primary sarcoma samples. Ribosomal RNA depletion, library preparation, sequencing, and bioinformatic analysis of the circRNAs were performed at the Center for Cancer Computational Biology at the Dana-Farber Cancer Institute. Circular RNA analysis was performed using KNIFE (v1.3)^48^. Only 117 circRNA-generating genes, detected with more than 1 read spanning the backsplice junction, were shared between multiple human samples (≥5 patients). 304 circRNAs were identified in mouse UPS with more than 1 read spanning the backsplice junction. Library preparation and mRNA-sequencing of the mouse sarcoma cells silenced for the expression of circCsnk1g3, circAnkib1, LinCsnk1g3, and LinAnkib1 was conducted at the Cedars-Sinai Center for Bioinformatics and Functional Genomics. Raw sequencing data were demultiplexed and converted to fastq format by using bcl2fastq v2.20 (Illumina, San Diego, California). Then reads were aligned to the GRCm38 reference genome (http://www.gencodegenes.org) using STAR (version 2.6.1)^49^ with default parameters. Gene expression was quantified by RSEM (version 1.2.28)^50^ to generate a raw count expression matrix with gene identities as rows and samples as columns. Differential expression analysis was conducted in edgeR (v3.30), and gene lists pre-ranked by *p* value were used as input to Gene Set Enrichment Analysis as implemented in the *clusterProfiler* R package (v3.16)^51,52^.

### Generation of retrovirus, lentivirus, knockdown, knockout, and overexpressing cells

The retroviral vector pCMMP-MCS-IRES-mRFP (Addgene #36972) was used for the overexpression of the *Ccne1* gene. The gene was amplified from the cDNA of mouse mesenchymal cells and cloned into the retroviral vector by using the Gibson Assembly kit (New England BioLabs). The expression of the transgene was verified by RTqPCR. The shRNAs, including shCircRNAs, were cloned into the pLKO.1 lentiviral vector (Addgene #10879), following Addgene protocols. The shRNA sequences were designed according to the following program provided by the Broad Institute: https://portals.broadinstitute.org/gpp/public/seq/search. The sequences are provided in Supplementary Data 3. CRISPR sgRNAs were cloned in a Cas9-GFP expressing lentiviral vector (Addgene #82416). Cas9-GFP^+^ cells were FACS-sorted and tested by RTqPCR before experiments. The CRISPR sgRNA sequences were designed according to the following program provided by the Broad Institute: https://portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design.

All the viral particles were produced in 293 T cells, which were co-transfected with the specific viral vector and packaging-expressing plasmids: pECO for the retroviral vectors, and VSV-G, REV, and d8.74 for the lentiviral vectors. Transfection of the cells was performed by using Lipofectamine 3000 diluted in Opti-MEM, according to manufacturer instructions. Transfection medium was changed 8 hours after transfection, and the lentiviral particles were collected 24 and 48 hours after transfection. Viral supernatant was used with polybrene (10 μg/ml) to infect the sarcoma cells, which were seeded at a confluence of 50% the day prior to transduction. Sarcoma cells were incubated overnight with the viral supernatant, washed with PBS, and then supplemented with a complete medium. Antibiotic selection (puromycin 2 μg/ml) was performed at least 72 hours post-infection.

### RNA extraction, PCR and RTqPCR

Total RNA was extracted using TRIzol (Invitrogen/Life Technologies) according to the manufacturer’s instructions. To enrich circRNA isoforms, RNAse-R treatment was carried out for 15 minutes at 37 °C using 2U RNAse-R (Epicentre) per 1 μg of RNA. Treated RNA was directly reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems/Life Technologies) according to manufacturer instructions. 5–10 ng of RNA were used for each PCR reaction; *Tbp* (TATA-box binding protein) or *ACTB* (β actin) was used as housekeeping gene for the RTqPCR experiments. Quantitative PCRs were carried out using SYBR Green PCR Master Mix and QuantStudio 3 Real-Time PCR system (Applied Biosystems/Life Technologies). Primer sequences are provided in Supplementary Data 3. In selected experiments, we used convergent primers to detect the linear transcripts and divergent primers to identify the circRNAs. For the RTqPCR assays aimed to detect interferon genes upon circRNA-KD, 6 × 10^4^ cells were seeded, starved overnight in medium without serum, and then re-stimulated for at least 48 hours before RNA extraction. In indicated experiments, cells were treated with abemaciclib (CDK4/6 inhibitor, 250 mM for 4 days) prior to RNA extraction and quantification. For the pulldown experiments, RTqPCR data are shown either as percent of input, or relative to IgG control and normalized on *Tbp*. RTqPCR data are plotted using GraphPad Prism v8.

CircRNA copy numbers were measured by using a standard curve. For each circRNA, a standard curve was generated from serial dilutions of purified PCR product of the backsplice junction, and copy numbers were calculated based on molecular weight of the PCR product. RNA was extracted from a known number of mouse UPS cells and reversed transcribed. 2,000-cell aliquots of cDNA were used to detect circRNAs by qPCR.

### CircFISH

The circRNAs were imaged using a modification of single molecule FISH assay as demonstrated previously^53^. Briefly, a set of 40 probes each 20 nt long was designed to bind specifically to the exons that become part of both the circRNA and the linear isoform, and another set was designed against the exons exclusively present in linear RNA. Each probe was ordered with a 3’ amino modification. The probes for each set were pooled and labeled en masse with different fluorophores and purified using HPLC. The circ+linRNA probe set was labeled with Cy5 and linear-only probe set was labeled with Texas Red, such that any red or yellow signal corresponded to detection of a linear transcript, while green signal corresponded to detection of a circRNA. The cells were grown on glass coverslips, fixed, permeabilized and hybridized with probes overnight. The coverslips were washed, mounted, and imaged using Nikon TiE inverted fluorescence microscope equipped with Pixis1024B camera in 100X oil objective. For simultaneous imaging of proteins, immunofluorescence staining was performed after the overnight hybridization with probes, and then the cells were imaged^54^. Images were acquired using Metamorph and processed using custom-written programs in MATLAB (Mathworks Inc)^55^.

### Immunofluorescence

For dsRNA immunofluorescence, mouse sarcoma cells were fixed on a staining chamber with 4% PFA for 10 min, washed with PBS, and permeabilized with PBS, Triton X-100 0.2% for 10 min. Blocking before antibodies was performed in PBS, Triton X-100 0.2 and 10% FBS for 30 min. Primary anti-dsRNA antibody (J2, Jena Bioscience) was incubated overnight in blocking buffer, followed by incubation with Alexa Fluor 488-conjugated goat anti-mouse IgG (H + L) secondary antibody (A32723, Invitrogen/Thermo Fisher).

For CD3 and FoxP3 immunofluorescence, tumor tissues were collected from mice, and embedded in paraffin after formalin fixation at 4 °C. Tissue sections were heated at 65 °C for 60–90 min, deparaffinized in xylene, rehydrated in an ethanol gradient, and submerged in Tris EDTA (pH 9.0) and heated for 20 min to unmask antigens. Following blocking with a universal protein blocking reagent, serial sections were incubated with anti-CD3 primary antibody (clone SP7, 1:200 dilution) (#NB-600-1441, Novus Biologicals) for 2 hours at room temperature, washed with TBST buffer three times, and incubated with secondary anti-rabbit IgG H&L HRP-conjugated antibody (ab214880, Abcam, prediluted). Staining signal was amplified using Opal reagents for tyramide signal amplification (FP1487001KT and FP488001KT, Akoya Biosciences). For FoxP3 co-staining, sections underwent a second round of processing, but using citrate buffer for antigen retrieval and anti-FoxP3 Rabbit mAb (clone D6O8R, 1:100 dilution) (#12653, Cell Signaling) for primary antibody staining. Nuclei were counterstained with DAPI.

### Flow cytometry

Cells were analyzed using the LSR II (BD, Pharmingen) and sorted using FACSAria III (BD, Pharmingen), using FACSDiva software (BD, v8). Analysis was performed with FlowJo (v10). Samples were stained with the following antibodies at 1 ul antibody per 100ul cell suspension: anti-CD45 FITC, anti-CD31 FITC, anti-Ter119 FITC, anti-Sca1 Pacific Blue, anti-PDGFRα PE, anti-CD3 APC, anti-CD8 FITC, anti-CD45 Pacific Blue, anti-CD4 PE (all purchased from Biolegend). Tumors were enzymatically digested to single-cell suspension and filtered twice through 70 μm filters. Red blood cells were lysed with ACK solution (Gibco), washed twice with PBS, and then stained with the fluorophore-conjugated antibodies for 15 minutes at room temperature. The excess of unbound antibodies was washed out before acquisition in flow cytometry. Intracellular staining was performed to detect dsRNAs. Briefly, cells were fixed and permeabilized by using Cyto-Fast fix/perm buffers (Biolegend), following vendor’s protocol. After performing the staining for the surface markers, J2 antibody (Jena Bioscience, 2ug total) was added to the cells and incubated for 1 hour at room temperature, followed by incubation for 20 minutes with Alexa Fluor 488-conjugated goat anti-mouse IgG (H + L) secondary antibody (A32723, Invitrogen/Thermo Fisher).

### Western blot and RNA Immunoprecipitation

Protein lysates were prepared with ice-cold RIPA buffer (Boston Bio Products) supplemented with protease and phosphatase inhibitors (Roche). Protein lysates were separated using NuPAGE 4 to 12% Bis-Tris precast electrophoresis gels (NP0335BOX, Invitrogen) and transferred to a nitrocellulose membrane. After blocking the membrane with 5% milk in PBST (PBS with 0.1% Tween20, Sigma), the membranes were incubated overnight at 4 °C with anti-MDA5 (#5321, Cell Signaling), anti-RIG-I (#3743, Cell Signaling), anti-β actin (A300-485A, Bethyl), anti-TBK (#3504, Cell Signaling), anti-pTBK (#5483, Cell Signaling), or anti-IRF1 (#8478, Cell Signaling) primary antibodies, diluted 1:1000 in PBST with 5% BSA. The blots were washed 3 times in PBST, incubated with secondary anti-rabbit HRP antibody (31460, Invitrogen/Thermo Fisher) diluted 1:2000 in PBST with 5% milk, and washed 3 more times. Finally, the membranes were incubated with SuperSignal Femto or Pierce ECL substrate (Thermo Scientific) for 1 minute and exposed for signal detection with the iBright imaging system (Invitrogen). Images were quantified in ImageJ (NIH, v1.52k).

For RNA-immunoprecipitation (RIP) experiments, cells were lysed with Cell Lysis Buffer (Cell Signaling Technology #9803), supplemented with complete protease inhibitor cocktail (Roche) and RNAse inhibitors (Thermo Fisher). Lysate was first pre-cleared with Protein-G magnetic beads (Invitrogen), 1 h at 4 °C in rotation. The pre-clearing was repeated two times. After pre-clearing, the lysate was incubated overnight with rabbit IgG as control or with anti-RIG-I (D14G6) antibody (Cell Signaling #3743), diluted 1:100. Protein-G magnetic beads (Invitrogen) were then used to isolate the RIG-I/RNA complexes, 4 hours in rotation at 4 °C. Samples were then partially used for western blot to control the efficiency of the RIG-I pulldown, and partially resuspended in TRIzol (Invitrogen) for RNA extraction. For western blot, proteins were eluted from beads by boiling them with SDS-sample buffer (Boston BioProducts) for 10 minutes. Western blot was then performed to detect RIG-I with the antibody indicated above.

### CRISPR-assisted RNA-protein interaction detection (CARPID)

BASU-dCasRx expressing sarcoma cells were generated by transduction with the BASU-dCasRx plasmid (Addgene 153209), and sorted for GFP expression. The expression of the CasRx was evaluated by RTqPCR. We designed sgRNAs targeting the backsplice junction of circCsnk1g3 and circAnkib1. The sgRNAs were cloned into the pLentiRNAGuide plasmind (Addgene 138150), and added to the cells expressing the BASU-dCasRx. Transduced cells were selected by puromycin treatment. Cells at confluency in one 15-cm plate were treated with 200 μM biotin for 15 min at 37 °C, washed three times with ice-cold PBS (Thermo Fisher) and harvested by scraping in 2 ml of ice-cold PBS. Cells were spun down at 1200 r.p.m. for 5 minutes and lysed with 1 ml lysis buffer (Cell Signaling Technology #9803) supplemented with fresh protease inhibitors (Roche) at 4 °C for 10 minutes with end-over-end rotation. Then, lysate was spun down at 15,000 r.p.m. for 10 minutes at 4 °C. The supernatant was quantified and normalized for protein concentration, which was sampled for input. Biotinylated proteins were enriched with MyOne T1 streptavidin beads (Thermo Fisher) after 2 h of incubation at 4 °C with end-over-end rotation, and three washes were performed by end-over-end rotation with 1 ml ice-cold lysis buffer for 5 minutes. Proteins were eluted from the beads into elution SDS-sample buffer (Boston BioProducts) by incubation for 10 min at 95 °C.

### Reverse phase protein array (RPPA)

Cells (5 × 10^6^) were seeded in 10 cm^2^ plates and grown overnight. Cells were then washed with PBS, detached from the plates with trypsin digestion, and washed with cold PBS three times. The cell pellet was frozen in liquid nitrogen and stored at −80 °C. The RPPA analysis was performed at the Functional Proteomics RPPA Core Facility at the MD Anderson Cancer Center, where cells were lysed in 1% Triton X‐100, 50 mM HEPES, pH 7.4, 150 mM NaCl, 1.5 mM MgCl_2_, 1 mM EGTA, 100 mM NaF, 10 mM Na pyrophosphate, 1 mM Na3VO4, 10% glycerol, containing freshly added protease and phosphatase inhibitors from Roche Applied Science Cat. # 05056489001 and 04906837001, respectively. Cell lysate samples were serially diluted and arrayed on nitrocellulose-coated slides to produce sample spots, which were then probed with antibodies by a tyramide-based signal amplification approach and visualized by DAB colorimetric reaction to produce stained slides. Stained slides were scanned on a Huron TissueScope scanner to produce 16-bit tiff images. Sample spots in tiff images were identified and their densities were quantified by Array-Pro Analyzer. Relative protein levels for each sample were determined by interpolating each dilution curve produced from the densities of the 5-dilution sample spots using a “standard curve” (SuperCurve) for each slide (antibody). All relative protein level data points were normalized for protein loading.

### Single-cell RNA sequencing

For each tumor, sarcoma cells were seeded with cell culture medium into a 5 mm diameter × 2 mm thick Biomerix Biomaterial (polycarbonate polyurethane urea) scaffold (CS1-0502-25, DSM Biomedical/Biomerix), and incubated overnight. The scaffolds were implanted subcutaneously into sex- and age-matched mice via a small incision on the shoulder. Resulting tumors were dissected after 3 weeks. Tumors were minced and then enzymatically and mechanically digested using the *37C_m_TDK_2* protocol on the Miltenyi gentleMACS with Tumor Dissociation Kit for Mouse (Miltenyi Biotec, Auburn, CA). Cell suspensions were washed in DPBS with 0.04% BSA and filtered through 70 μm strainers (Bioland Scientific LLC, Paramount, CA). Red blood cells were lysed with ACK buffer. To enrich the cell suspension for immune cells, samples were stained with anti-CD45 antibody-conjugated to magnetic particles using the CD45 EasySep selection kit (Stemcell Technologies, Vancouver, BC), and separated into positive and negative fractions using a magnet. CD45-selected cell suspensions were each tagged with a unique TotalSeq-A Hashtag reagent (BioLegend, San Diego, CA)—an antibody-conjugated oligo barcode. Final cell suspensions were washed three times in PBS, filtered through 40 μm Bel-Art FlowMi strainers (Bel-Art/SP Scienceware, Wayne, NJ), counted, and pooled into a single sample at a concentration of 1000 cells/μL. The cell suspension was loaded into the Chromium Controller (10X Genomics, Pleasanton, CA) for cell lysing and mRNA capture, with the Chromium Single-Cell 3’ Reagent Kit (v3 chemistry). Sequencing libraries were prepared using the same kit according to standard protocol and sequenced by the Cedars-Sinai Genomics Core on the NovaSeq (Illumina, San Diego, CA) at 400 M reads. Sequencing data were demultiplexed, and then converted to read counts using the Cell Ranger (10X Genomics, v6) pipeline.

The Seurat R package (v4)^56^, RStudio (v1.3), and R (v4.0) was used for all subsequent analysis. *HTODemux* was used to call sample hashes for each cell, and to exclude likely doublets bearing more than one hashtag. Low-quality cells (with < 200 genes detected or with mitochondrial gene counts >10%) were removed. Gene expression values were normalized and scaled with *SCTransform*, aligned across conditions with *FindIntegrationAnchors* and *IntegrateData*, and reduced to principal components with *RunPCA*. Cell nearest neighbors were calculated using the top 30 PCs, and cell clusters were determined by the Louvain algorithm with the resolution parameter at 0.6.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

RNA-seq and scRNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession GSE163202. All other original data supporting the findings of this study are included in the Source Data files and Supplementary Information. The MiOncoCirc database is publicly accessible at https://mioncocirc.github.io/. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: circCsnk1g3- and circAnkib1-regulated interferon responses in sarcoma promote tumorigenesis by shaping the immune microenvironment
**Source:** Nat Commun. 2022 Nov 25;13:7243. doi: 10.1038/s41467-022-34872-8
**Supplement:** Supplementary file 1 — Supplementary Information

# Ko, Piras et al, supplementary Figure 1

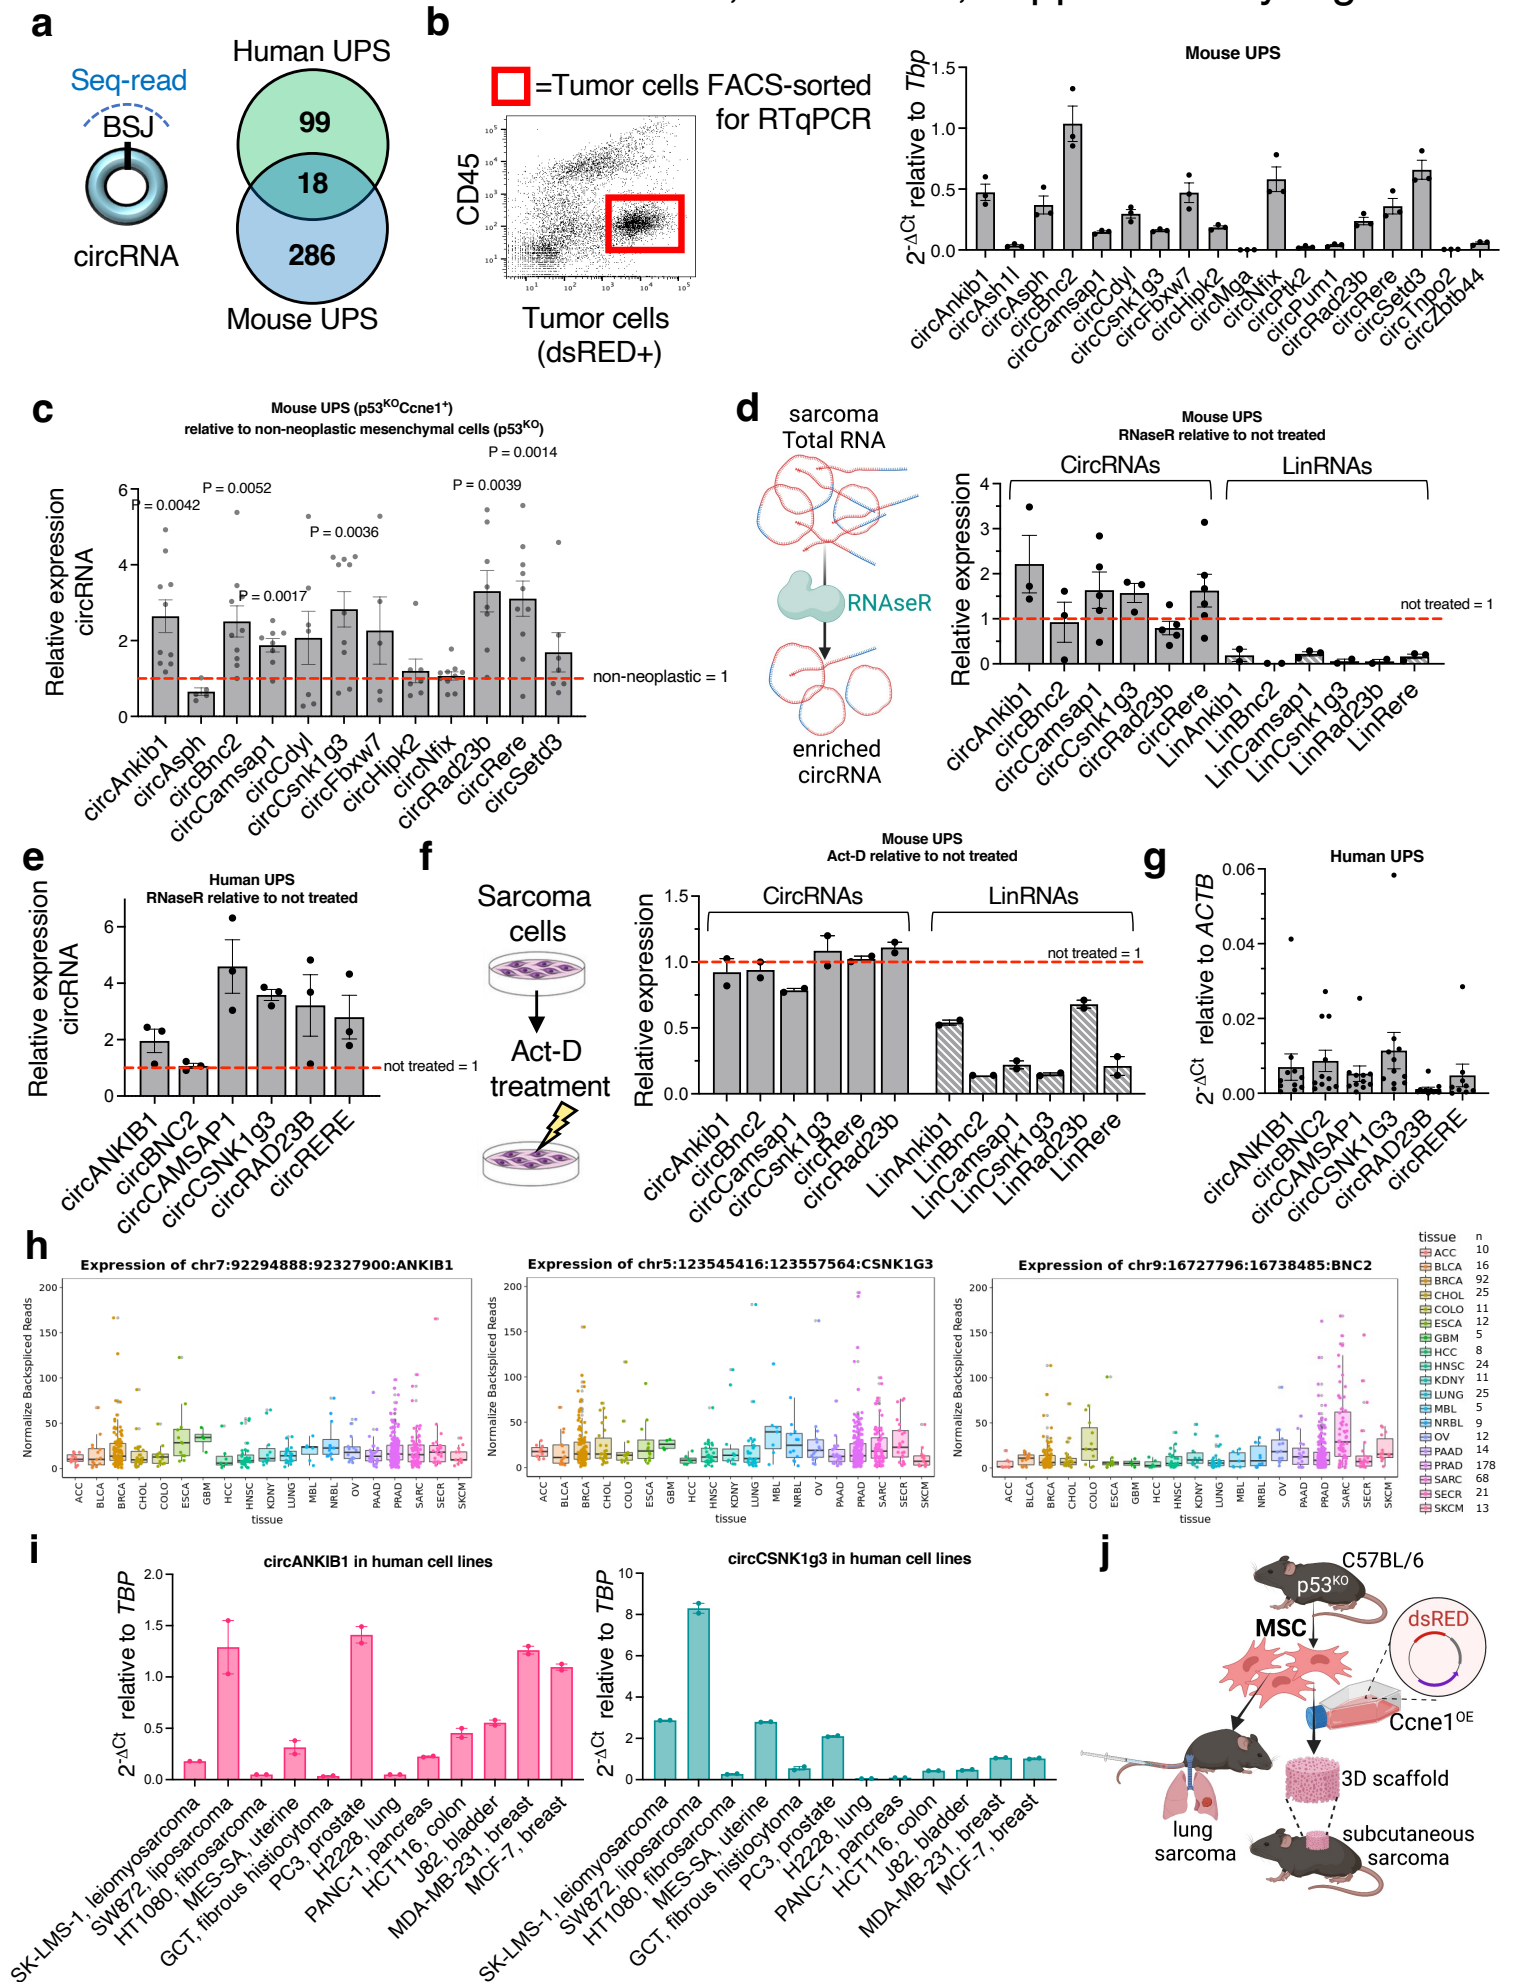

### Supplementary Fig. 1 Expression of circRNAs in undifferentiated pleiomorphic sarcoma.

(a) Left: schematic of RNA-sequencing reads spanning the back-splice junction, used to identify circRNAs. Right: schematic representation of the unique and shared circRNAs identified in human and mouse primary UPS samples, analyzed by RNA-sequencing. BSJ: backsplice junction. (b) Left: representative gating strategy to FACS-sort sarcoma cells (dsRED+) from subcutaneous mouse tumor. Right: RTqPCR validation of the expression in ex-vivo mouse UPS cells of the 18 circRNAs detected by both human and mouse RNAseq. Data are reported as mean  $2^{-\Delta Ct} \pm$  s.e.m. (normalized on *Tbp*), and dots represent n=3 independent biological replicates. (c) RT-qPCR analysis of candidate circRNAs' expression in mouse UPS cells (p53<sup>KO</sup>Ccne1<sup>+</sup>), relative to non-malignant (p53<sup>KO</sup>) cells (dotted line). Data are reported as mean fold-change  $\pm$  s.e.m. Dots represent n  $\geq$  4 independent biological replicates. *P* values: two-tailed one sample t-test. (d) RTqPCR analysis of the expression of candidate circRNAs (left) and their linear counterparts (right) in mouse sarcoma cells treated with RNase R, relative to not treated (dotted line). Data are reported as mean fold-change in RNase R-treated vs untreated RNA,  $\pm$  s.e.m. Dots represent independent biological replicates. (e) RTqPCR expression of the candidate circRNAs in human primary sarcoma samples (n=3 samples) after treatment with RNase R, relative to not treated (dotted line). Data are reported as mean fold-change in RNase R-treated vs untreated RNA,  $\pm$  s.e.m. Dots represent independent samples. (f) Left: Schematic of the experiment to measure half-life of linear and circular transcripts following transcription blockade with Act-D. Right: RT-qPCR analysis of candidate circRNAs (left) and linear counterparts (right) in the sarcoma cells 20 hours after treatment with Act-D, relative to not treated (dotted line). Technical replicates from one experiment are shown. (g) RTqPCR validation of the conserved, tumor-enriched circRNAs in human primary sarcoma samples. Data are reported as mean  $2^{-\Delta Ct} \pm$  s.e.m. (normalized on *ACTB*) and dots represent independent samples. (h) circANKIB1, circCSNK1G3, and circBNC2 expression queried in MiOncoCirc. Data are presented as median, 25<sup>th</sup> & 75<sup>th</sup> percentiles (box)  $\pm$  1.5 x IQR (whiskers). Dots represent individual tumor samples. (i) Expression of circANKIB1 (left) and circCSNK1G3 (right) in human tumor cell lines of both mesenchymal and epithelial cancers. Technical replicates from one experiment are shown. (j) Schematic of mouse models used to generate subcutaneous and lung sarcoma. Source data are provided as Source Data File.

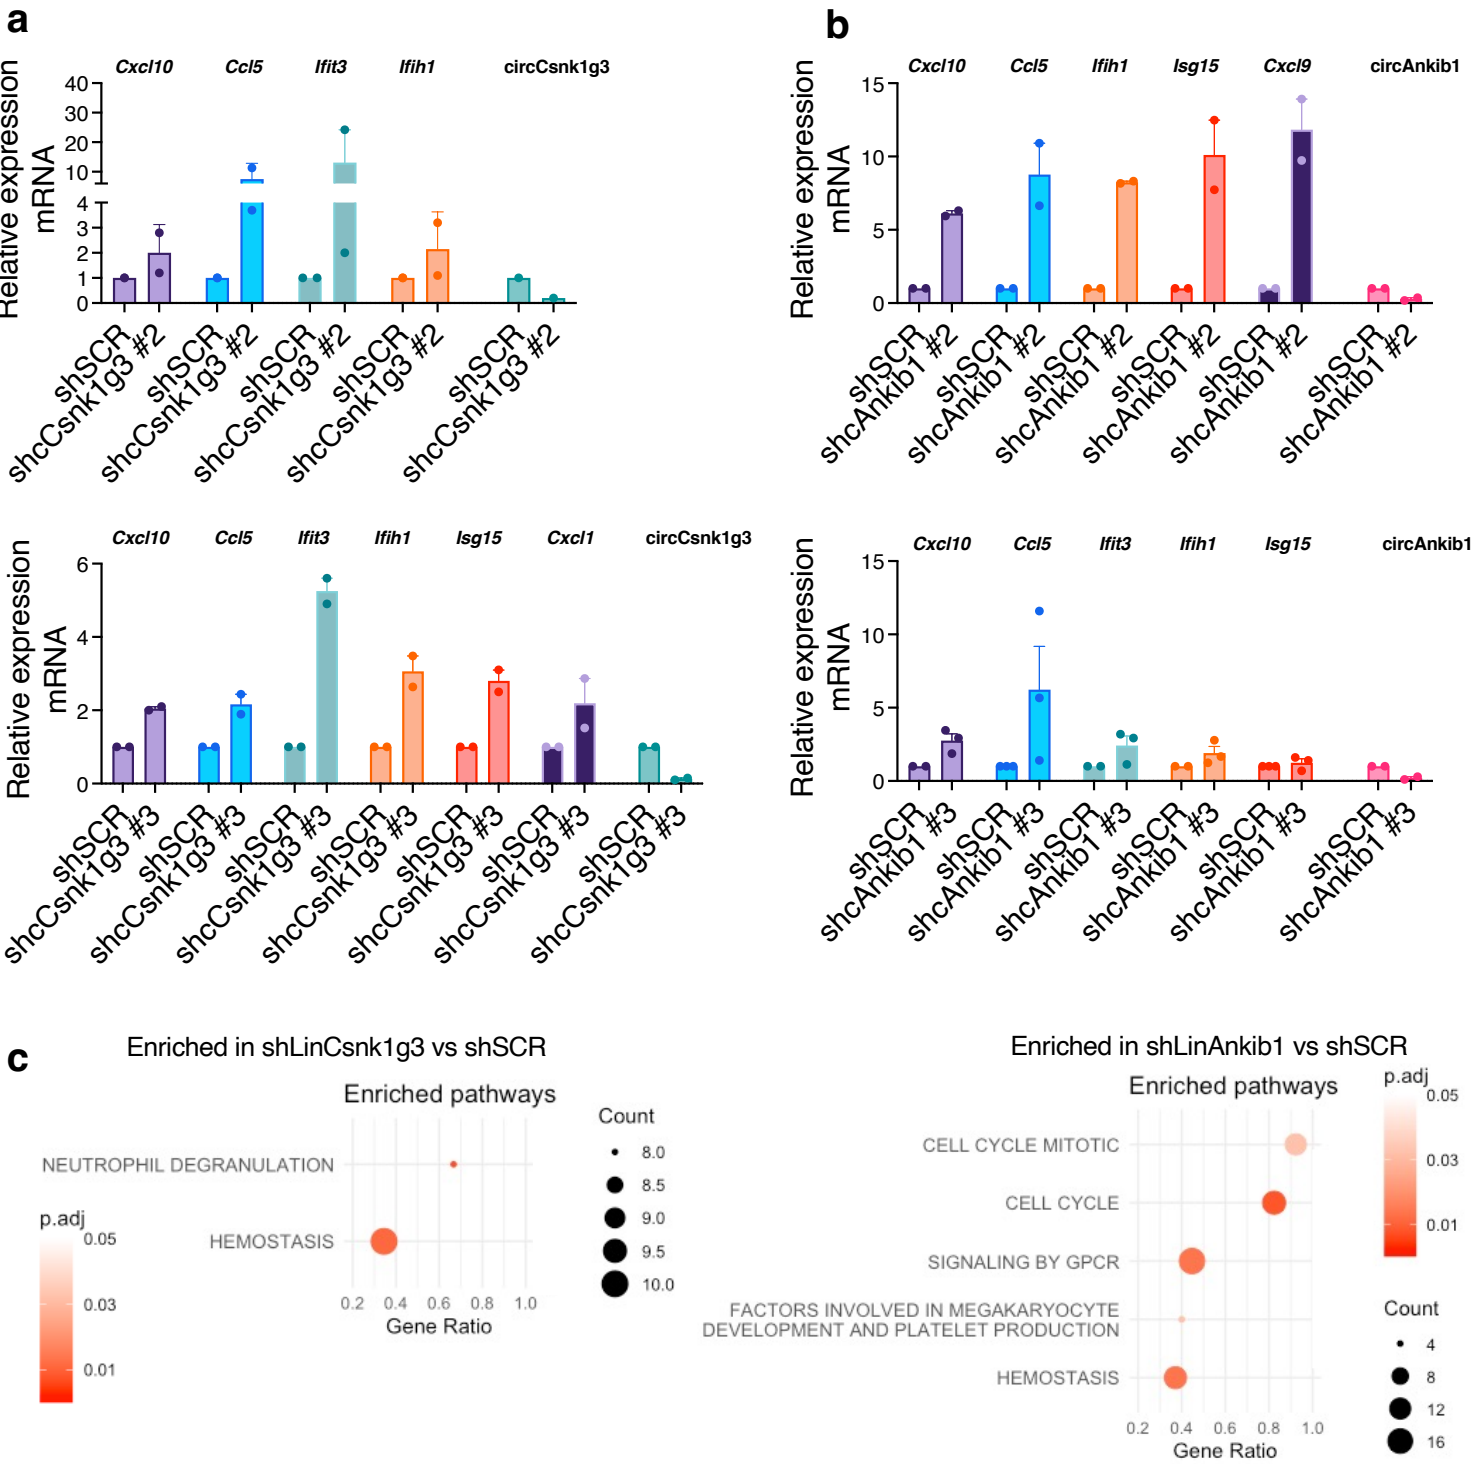

**Supplementary Fig. 2 circRNAs regulate the expression of interferon signals and pro-inflammatory cytokines in tumor cells.** (a) RTqPCR showing the differential expression of interferon-related genes after silencing of circCsnk1g3, using two alternative shcircRNA designs. Data are reported as mean fold-change  $\pm$  s.e.m. Dots represent biological replicates from n=2 independent experiments for the interferon-related genes, and 2 technical replicates for confirming circCsnk1g3 knockdown (rightmost bar). (b) RTqPCR showing the differential expression of interferon-related genes after silencing of circAnkib1, using two alternative shcircRNA designs. Data are reported as mean fold-change  $\pm$  s.e.m. Dots represent technical replicates of n=2 independent experiments with similar trend (top) or n=3 (bottom) biological independent experiments. Technical replicates are shown for confirming circAnkib1 knockdown (rightmost bar). (c) Differential expression analysis of the top pathways enriched upon knockdown of linear *Csnk1g3* (left) and linear *Ankib1* (right). Pathways are colored by Benjamini-Hochberg adjusted P value. Source data are provided as Source Data File.

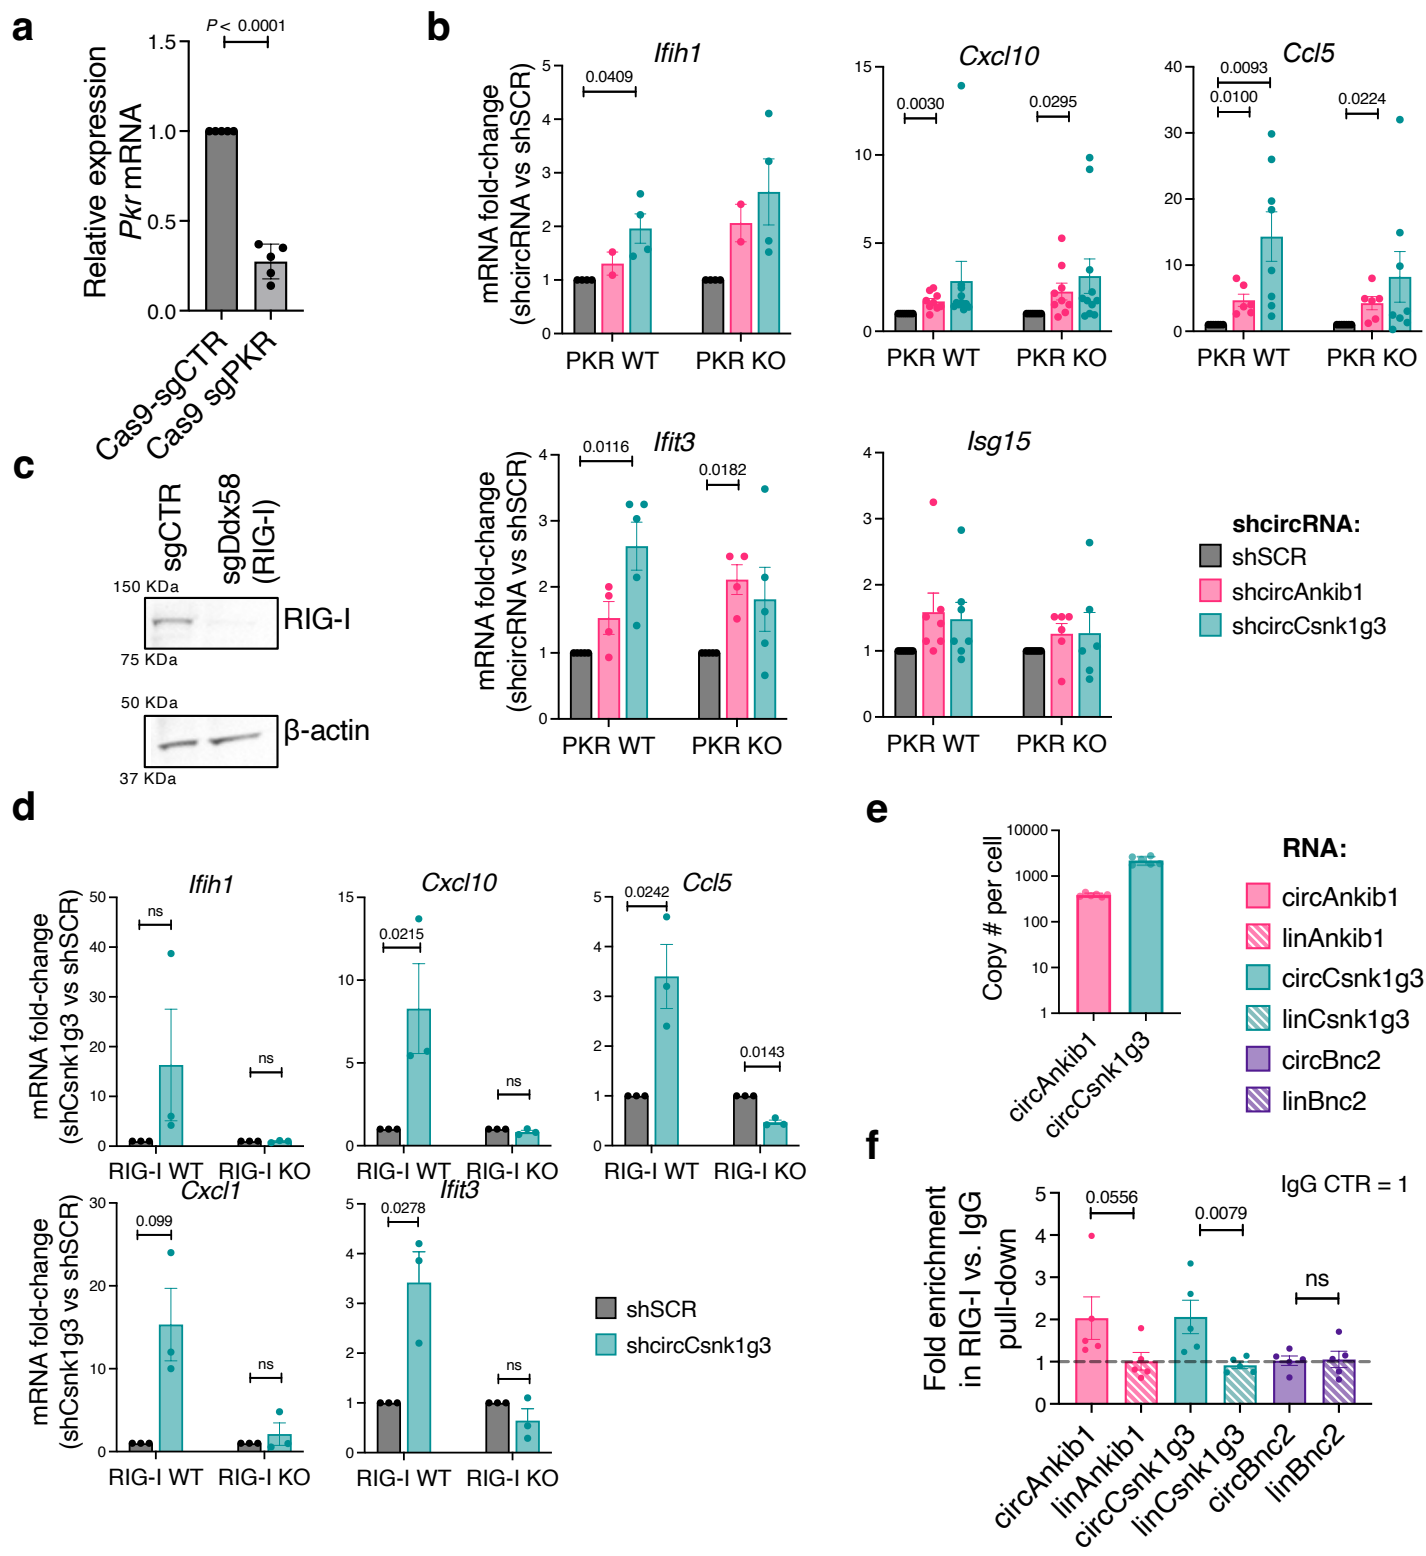

**Supplementary Fig. 3 circRNAs regulate the expression of interferon genes through RIG-I.**

(a) Validation of reduced *Pkr* expression in the PKR-KO cells. Dots represent n=5 biological replicates. (b) RTqPCR quantification of interferon-related genes upon knockdown of circCsnk1g3 or circAnkib1, in Cas9-expressing cells of either control (PKR WT) or knocked out for the expression of PKR (PKR KO). Dots represent biological replicates. *P* values: two-tailed one sample t test. (c) Validation of protein knockout of RIG-I (n=1). (d) RTqPCR quantification of interferon-related genes upon knockdown of circCsnk1g3, in Cas9-expressing cells of either control (RIG-I WT, n=3 biological replicates) or knocked out for the expression of RIG-I (RIG-I KO, n=3 biological replicates). *P* values: two-tailed one sample t test. (e) Estimated copy numbers per cell of circAnkib1 and circCsnk1g3, determined in RTqPCR by measuring circRNAs by RTqPCR in known numbers of cells. Dots represent n=6 biologically independent samples. Data are reported as mean with 95% CI. (f) Detection of circRNAs, as well as their linear counterparts, in RNA immunoprecipitation by anti-RIG-I antibody or by IgG control. Data are represented as ratios (abundance in the RIG-I pull-down compared to IgG pull-down), and normalized on internal housekeeping gene (*Tbp*). Dots represent n=5 independent repetitions. *P* values: unpaired Student's t test. For all figures, data are reported as mean  $\pm$  s.e.m. Source data are provided as Source Data File.

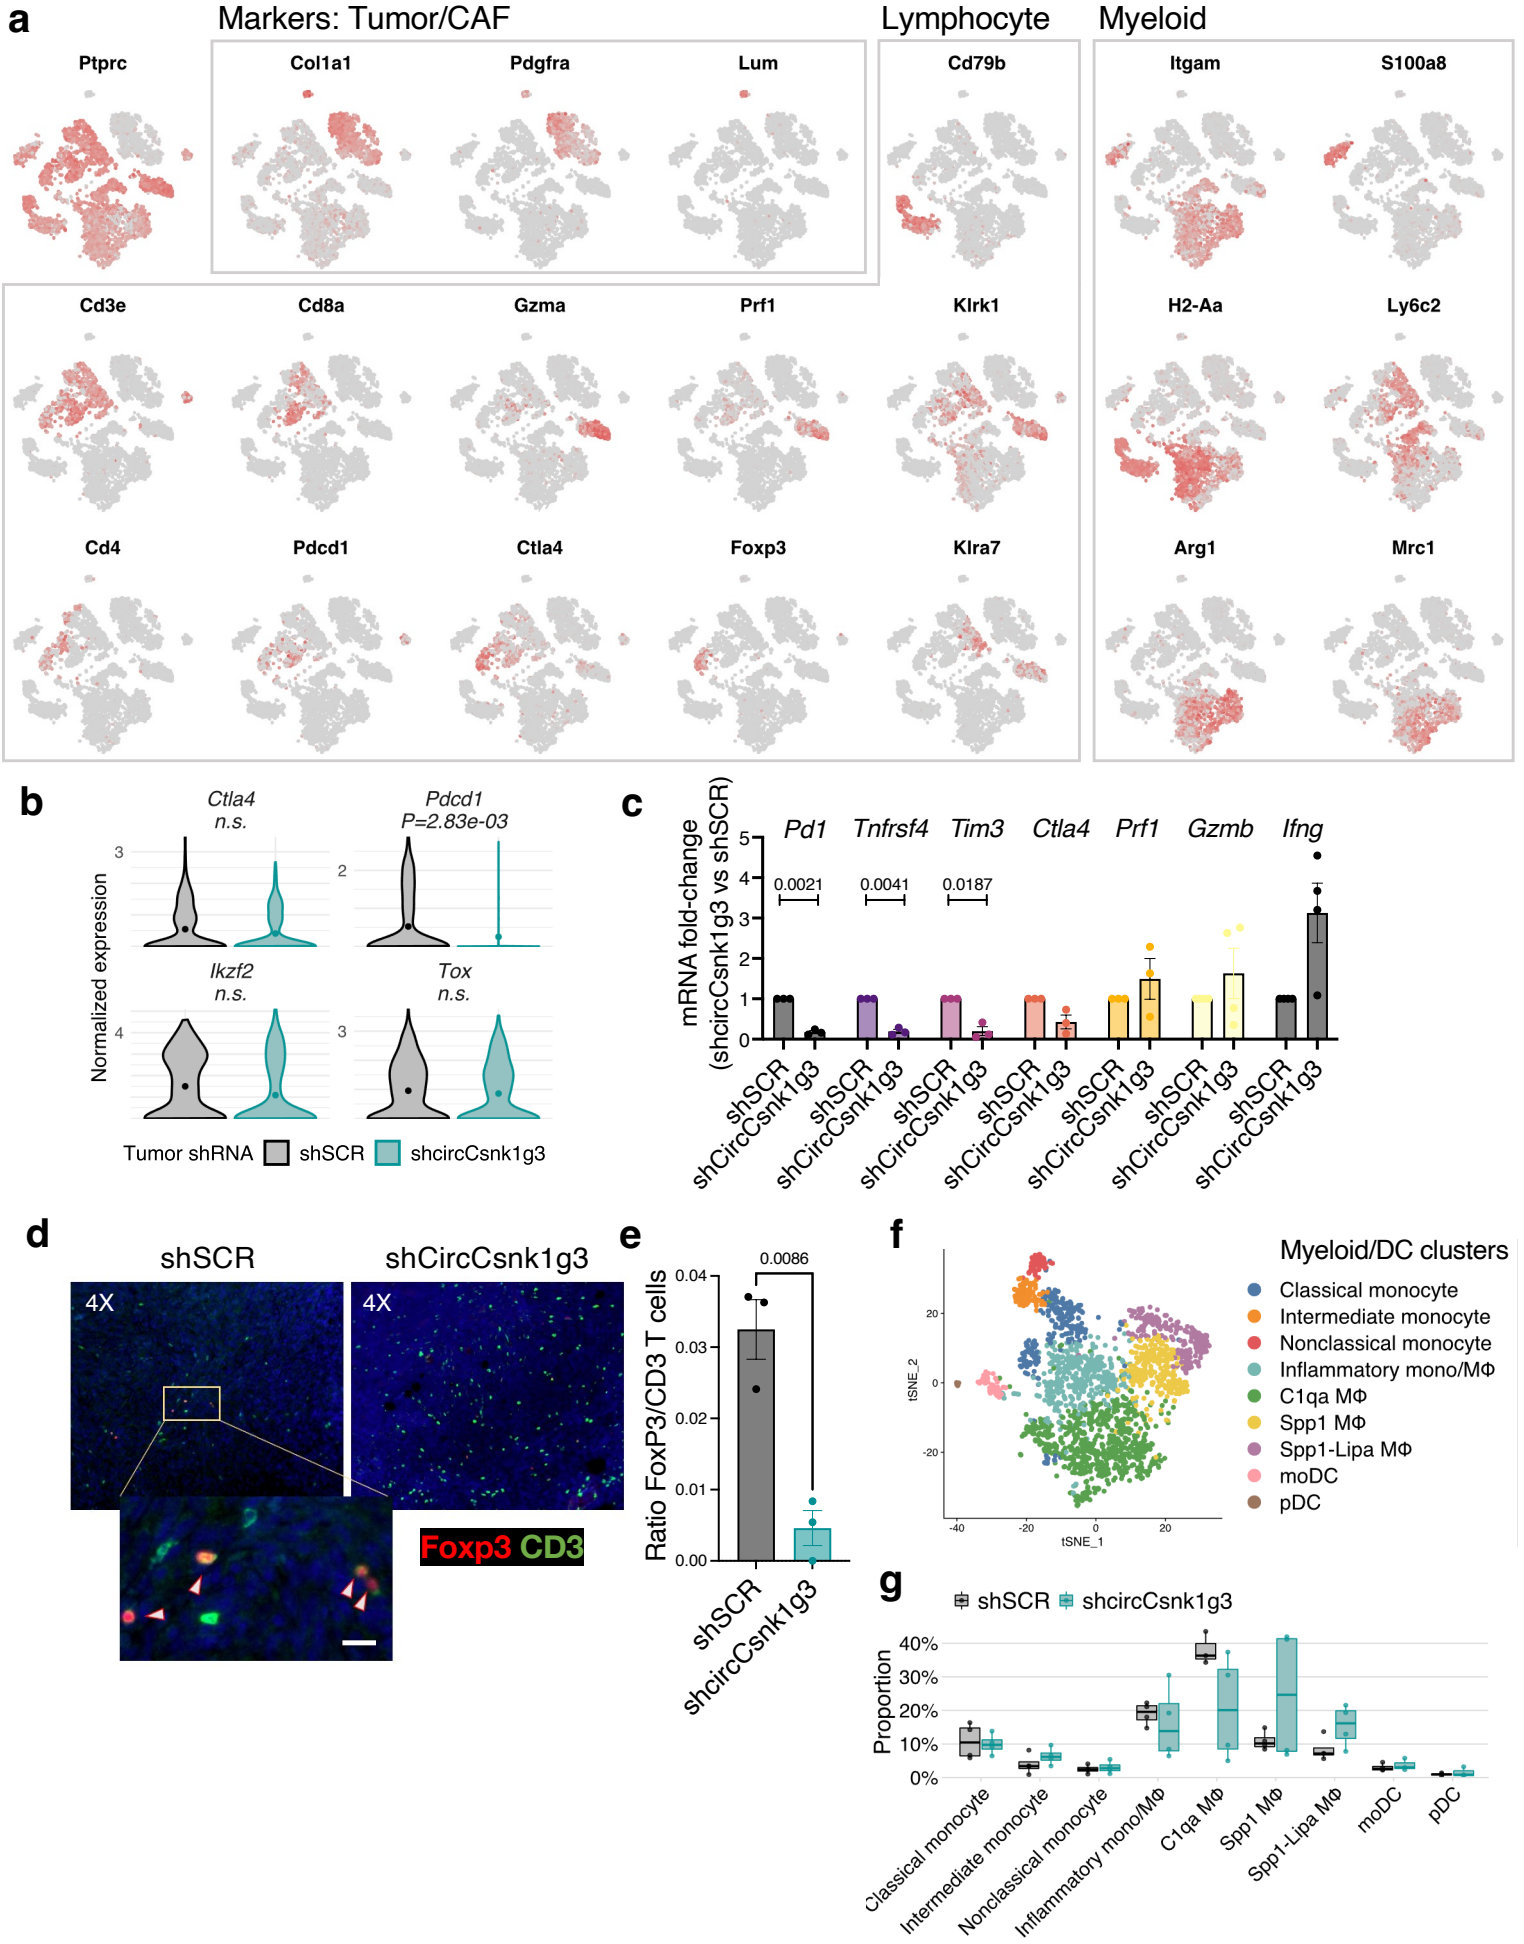

**Supplementary Fig. 4 Targeting circRNAs in tumor cells re-shapes the tumor microenvironment.**

(a) tSNE plot overlaid with normalized expression of marker genes used to distinguish the main tumor and TME populations captured in single-cell RNA-sequencing. (b) Expression of selected genes in CD8<sup>+</sup> T cells from shSCR (n=4) and shcircCsnk1g3 (n=4) tumors, analyzed by single-cell RNA-sequencing. n=428 and n=375 CD8<sup>+</sup> T cells were derived from shSCR and shcircCsnk1g3 tumors, respectively. Mean expression values are plotted as dots and *P* values derived by Wilcoxon rank sum test with Bonferroni correction. (c) RTqPCR analysis of FACS-sorted CD8<sup>+</sup> T cells from subcutaneous sarcomas of control (shSCR) or in which the expression of circCsnk1g3 was silenced (shCircCsnk1g3). Data are reported as mean fold-change  $\pm$  s.e.m. and dots represent individual mice. *P* values: two-tailed one sample t test. (d) FoxP3 and CD3 staining in representative sections of shcircCsnk1g3 (n=3) and shSCR tumors (n=3). (e) FoxP3<sup>+</sup> Treg cells as fraction of CD3<sup>+</sup> T cells in shcircCsnk1g3 (n=3) and shSCR (n=3) tumor sections. Data are reported as mean  $\pm$  s.e.m. and dots represent independent sections. *P* value: Welch's t test. (f) tSNE plot of myeloid and dendritic cell subclusters. (g) Comparative proportions of myeloid and dendritic cell types in scRNA-seq of shcircCsnk1g3 and shSCR tumors. Data are reported as median, IQR (box) and 1.5 x IQR (whiskers). Dots represent individual mice. Source data are provided as Source Data File.

# Supplementary material for: circCsnk1g3- and circAnkib1-regulated interferon responses in sarcoma promote tumorigenesis by shaping the immune microenvironment
**Source:** Nat Commun. 2022 Nov 25;13:7243. doi: 10.1038/s41467-022-34872-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

Supplementary Data 1.

Circular RNAs detected in human UPS samples.

Supplementary Data 2.

Circular RNAs detected in mouse UPS samples.

Supplementary Data 3.

Oligonucleotide sequences used for shRNAs, sgRNAs, and qPCR primers.

Supplementary Data 4.

Markers of all high-level cell types in scRNAseq.

Supplementary Data 5.

Markers of lymphocytic cell types in scRNAseq.

Supplementary Data 6.

Markers of myeloid and dendritic cell types in scRNAseq.

# Supplementary material for: circCsnk1g3- and circAnkib1-regulated interferon responses in sarcoma promote tumorigenesis by shaping the immune microenvironment
**Source:** Nat Commun. 2022 Nov 25;13:7243. doi: 10.1038/s41467-022-34872-8
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow Cytometry data were acquired using the BC FACSDiva software v8, and the BD LSR II instrument; cell sorting was performed with the BD FACSAria III instrument. CD45+ cells isolation for single cell RNA-sequencing was performed with magnetic beads recovered with the EasySep magnet. Western blot images were collected with the iBright imager (Thermo Fisher). RTqPCR data were generated with QuantStudio 3 (Applied Biosystems). Single-cell partitioning was performed by using a 10X Chromium controller. H&E for the tumor sections were acquired by using a bright field microscope (Evos XL Core, Thermo Fisher). |
| Data analysis   | All graphs were generated using Graphpad Prism v8 or R v4.0. T-test P-value was calculated either with Graphpad Prism v8 or with Microsoft Excel. Western blot quantification was performed with ImageJ v1.52k. Flow Cytometry data were analyzed using FlowJo software v10. RNAseq and scRNAseq analyses used the following software: STAR v2.6.1, bcl2fastq v2.20 (Illumina), RSEM v 1.2.28, edgeR v3.30; GSEA/clusterProfiler v3.16, Cell Ranger v6 (10X Genomics), Seurat v4, R v4.0, RStudio v1.3, KNIFE v1.3.                                                                                                                |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequencing and scRNA-seq data have been deposited as a Super Series at the NCBI Gene Expression Omnibus (GEO), under Accession Number GSE163202. Data analyzed in all figures of this paper are included in the Source Data file. Any other experimental data will be available from the corresponding author upon request. The MiOncoCirc database is publicly accessible at <https://mioncocirc.github.io/>.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                 |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Not available                                                                                                   |
| Population characteristics  | Not available                                                                                                   |
| Recruitment                 | Not available                                                                                                   |
| Ethics oversight            | De-identified human UPS samples were used, so no population data are available and IRB review was not required. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was calculated based on a pilot experiment to define the differential tumor size between control and experimental groups. Based on that, we calculated that data from 8 mice per group achieve 80% power to detect an effect size of 1.7 at the Bonferroni correct 0.025 level of significance using a two-sample t-test. The effect size is defined as the difference in mean tumor volumes divided by the common standard deviation.<br>All the independent replicates of the in vitro experiments are shown in the figures (single dots). For the mouse experiments, each mouse is shown as a dot in the presented charts. |
| Data exclusions | For circRNA knockdown experiments, if the expression of the circRNAs was not efficiently silenced (> 50% reduction compared to the controls, as measured by RTqPCR), data from these samples were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | All studies, unless otherwise indicated, were confirmed at least three times with the exception of the Basu CasRx (twice) and the RPPA analysis that was performed one time. Data from the RPPA experiment were independently validated with complementary experiments, as reported in the manuscript. For in vivo experiments, multiple mice were used to ensure reproducibility.                                                                                                                                                                                                                                                        |
| Randomization   | For in vivo experiments, animals were randomized to each experimental cohort.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Animal experiments were not performed in a blinded manner, since no treatment experiments were performed. However, in some repetitions, tumor measurement and analysis was performed by operators blinded to the experimental groups. For the in vitro studies blinding was not relevant as all measures were quantified by standard cellular and biochemical assays. Key results were validated by 2 independent operators.                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Flow Cytometry antibodies:

anti-CD45 FITC (clone 30-F11, Biolegend #103108),  
 anti-CD31 FITC (clone 390, Biolegend #102405),  
 anti-Ter119 FITC (clone TER-119, Biolegend #116205),  
 anti-Sca1 Pacific Blue (clone D7, Biolegend #108119),  
 anti-PDGFRa PE (clone APA5 Biolegend #135905),  
 anti-CD3 APC (clone 17A2, Biolegend #100236),  
 anti-CD8 FITC (clone 53-6.7, Biolegend #100705),  
 anti-CD45 Pacific Blue (clone 30-F11, Biolegend #103126),  
 anti-CD4 PE (clone H129.19, Biolegend #130310),  
 anti-dsRNA antibody (J2, Jena Bioscience)

#### Western blot antibodies:

anti-IRF1 (D5E4) rabbit mAb (Cell Signaling #8478),  
 anti-pTBK (D52C2) rabbit mAb (Cell Signaling #5483),  
 anti-TBK (D1B4) rabbit mAb (Cell Signaling #3504),  
 anti-RIG-I (D14G6) rabbit mAb (Cell Signaling #3743), this antibody was also used for RIG-I immunoprecipitation.  
 anti-MDA5 (D74E4) rabbit mAb (Cell Signaling #5321),  
 anti-cytoskeletal actin (b-actin) rabbit polyclonal Ab (Bethyl cat# A300-485A),  
 Goat anti-rabbit IgG (H+L) secondary HRP-conjugated antibody (Thermo Fisher/Invitrogen #31460).

#### IF antibodies:

Goat anti-Mouse IgG (H+L) Secondary Antibody, Alexa Fluor Plus 488 (Thermo Fisher/Invitrogen #A32723)  
 anti-dsRNA antibody (J2, Jena Bioscience)  
 anti-CD3 (SP7) rabbit mAb (Novus Biologicals, #NB-600-1441)  
 anti-FoxP3 (D6O8R) rabbit mAb (Cell Signaling #12653)

Dilutions are provided in the manuscript.

### Validation

All primary antibodies were confirmed on the species and application through the validation statement on the manufacturer's website and their use in the literature. We are providing here the list of antibodies used.

anti-CD45 FITC (clone 30-F11, Biolegend #103108), validated by the company (<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd45-antibody-99>), and by users (cited 116 times).

anti-CD31 FITC (clone 390, Biolegend #102405), validated by the company (<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd31-antibody-120>), and by users (cited 20 times).

anti-Ter119 FITC (clone TER-119, Biolegend #116205), validated by the company (<https://www.biolegend.com/en-us/products/fitc-anti-mouse-ter-119-erythroid-cells-antibody-1865>), and by users (cited 39 times).

anti-Sca1 Pacific Blue (clone D7, Biolegend #108119), validated by the company (<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-ly-6a-e-sca-1-antibody-3140>), and by users (cited 45 times).

anti-PDGFRa PE (clone APA5 Biolegend #135905), validated by the company (<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd140a-antibody-6253>), and by users (cited 35 times).

anti-CD3 APC (clone 17A2, Biolegend #100236), validated by the company (<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd3-antibody-8055>), and by users (cited 68 times).

anti-CD8 FITC (clone 53-6.7, Biolegend #100705), validated by the company (<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd8a-antibody-153>), and by users (cited 116 times).

anti-CD45 Pacific Blue (clone 30-F11, Biolegend #103126), validated by the company (<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-cd45-antibody-3102>), and by users (cited 113 times).

anti-CD4 PE (clone H129.19, Biolegend #130310), validated by the company (<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd4-antibody-5488>), and by users (cited 2 times).

anti-dsRNA antibody (J2, Jena Bioscience), validated by the company (<https://www.jenabioscience.com/rna-technologies/rna-analysis-detection/dsna-detection/rnt-sci-10010-anti-dsna-monoclonal-j2>) and cited 11 times.

anti-IRF1 (D5E4) rabbit mAb (Cell Signaling #8478), validated by the company (<https://www.cellsignal.com/products/primary-antibodies/irf-1-d5e4-xp-rabbit-mab/8478>), and by users (cited 144 times).

anti-pTBK (D52C2) rabbit mAb (Cell Signaling #5483), validated by the company (<https://www.cellsignal.com/products/primary-antibodies/phospho-tbk1-nak-ser172-d52c2-xp-rabbit-mab/5483>), and by users (cited 509 times).

anti-TBK (D1B4) rabbit mAb (Cell Signaling #3504), validated by the company (<https://www.cellsignal.com/products/primary-antibodies/tbk1-nak-ser172-d1b4-xp-rabbit-mab/3504>), and by users (cited 144 times).

antibodies/tbk1-nak-d1b4-rabbit-mab/3504), and by users (cited 322 times).  
 anti-RIG-I (D14G6) rabbit mAb (Cell Signaling #3743), validated by the company (<https://www.cellsignal.com/products/primary-antibodies/rig-i-d14g6-rabbit-mab/3743>), and by users (cited 150 times).  
 anti-MDA5 (D74E4) rabbit mAb (Cell Signaling #5321), validated by the company (<https://www.cellsignal.com/products/primary-antibodies/mda-5-d74e4-rabbit-mab/5321>), and by users (cited 112 times).  
 anti-cytoskeletal actin (b-actin) rabbit polyclonal Ab (Bethyl cat# A300-485A), validated by the company (<https://www.fortislife.com/products/primary-antibodies/rabbit-anti-cytoskeletal-actin-antibody/BETHYL-A300-485>), and by users (cited 15 times).  
 Goat anti-rabbit IgG (H+L) secondary HRP-conjugated antibody (Thermo Fisher/Invitrogen #31460). validated by the company (<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Secondary-Antibody-Polyclonal/31460>), and by users (cited 1929 times).  
 anti-FoxP3 (D6O8R) rabbit mAb (Cell Signaling #12653), validated by the company (<https://www.cellsignal.com/products/primary-antibodies/foxp3-d6o8r-rabbit-mab/12653>), and by users (cited 63 times).  
 anti-CD3 (SP7) rabbit mAb (Novus Biologicals, #NB-600-1441), validated by the company ([https://www.novusbio.com/products/cd3-antibody-sp7\\_nb600-1441](https://www.novusbio.com/products/cd3-antibody-sp7_nb600-1441)), and by users (cited 27 times).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                       |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK 293T cells were purchased from ATCC.                                                                                                              |
| Authentication                                                       | No other independent authentication was performed.                                                                                                    |
| Mycoplasma contamination                                             | HEK 293T tested negative for mycoplasma contamination, and the cells were kept under prophylactic Plasmocin treatment during experiments (InvivoGen). |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None of these cell lines were used in this study.                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wild type mice (strain #000664) and p53KO mice (#002101) were purchased from The Jackson Laboratory. With the exception of athymic nude mice (#007850), all the experimental animals were kept in C57BL/6 background. Females (12 weeks old to 6 months old) were maintained and used for breeding purposes. Mice were maintained in ambient room temperature (22 +/- 2 C) with humidity of 40-70% and light cycle of 12/12h. Maximal tumor burden and all other aspects of animal experiments were performed in accordance with the guidelines of Cedars-Sinai Medical Center Institutional Animal Care and Use Committee. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | Sarcoma cells were generated from female mice, and tumor recipients were females.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | This study did not involve field collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Animal experiments were performed in accordance with the guidelines of Cedars-Sinai Medical Center Institutional Animal Care and Use Committee.                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Tumors were dissociated by enzymatic digestion with the OctoMacs (Miltenyi) to single cell suspension. Cells were filtered twice through 70 µm filters. Red blood cells were lysed with ACK solution (Gibco). After ACK, cells were washed twice with PBS, and then stained with the fluorophore-conjugated antibodies for 15 minutes at room temperature. The excess of unbound antibodies was washed out before acquisition in flow cytometry. |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                                              |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | BD FACSAria and BD LSR II.                                                                                                                                                                                                                                                                   |
| Software                  | Flow cytometry data was collected with BD FACS Diva 8.0.3 software and analyzed with FlowJo v10.                                                                                                                                                                                             |
| Cell population abundance | Purity of the sorted cells was not assessed post-sorting due to the limited numbers of sorted cells. In addition, the markers assessed would not be expressed by any other cell types potentially present. Total RNA was extracted from the sorted populations and normalized before RTqPCR. |
| Gating strategy           | Forward scatter vs. side scatter plot was used to separate cell events from debris. Non-stained negative controls were used in the experiments to define gating.                                                                                                                             |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

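The re-analysis covers 2 RNA-seq libraries of mouse sarcoma cells, 1 transduced with a hairpin against circCsnk1g3 and 1 with the control hairpin. According to the article and the sample labels, the libraries were made with a stranded poly(A) protocol, reads were converted with bcl2fastq 2.20, aligned with STAR 2.6.1 to GRCm38 with a GENCODE annotation, and summarised per gene with RSEM 1.2.28. The authors used edgeR 3.30 and clusterProfiler 3.16 for their own comparison. The first table the authors deposited gives an estimated count per gene, rounded to whole numbers, for 25509 genes, together with 92 spike-in rows that are 0 in both libraries and were left out. RSEM divides reads that match several genes between them, so the counts of close paralogs depend on that step. The other deposited table gives TMM-scaled CPM (counts scaled to a common library size) for 11624 genes. Each of its columns is the count column times 1 constant, which corresponds to effective library sizes of 39158859 for shcircCsnk1g3 and 42242680 for shCTR. It leaves out 1341 of the genes tested here, and the text does not state the rule by which its genes were chosen.

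The counts summed to 38792143 for shcircCsnk1g3 and 42709996 for shCTR. Normalization used TMM in edgeR 4.0.16 (R 4.3.3) over genes with at least 10 counts in 1 library or both, and everything else used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The log2 fold change is that of TMM-scaled CPM with a prior count of 2, which shrinks the change of genes with few counts. With 1 library per condition no test between conditions was made. Each ratio has a 95% Clopper-Pearson interval from the counts of both libraries, which covers counting error only and neither culture-to-culture variation nor amplification duplicates. A gene at or under 3 counts was taken as being at the floor, where a fold change is only a bound. Of the genes tested, 127 had 1 library at the floor. Giving such genes their bound left the list medians as they were.

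Gene lists were written before the data were examined: type I interferon-stimulated genes, interferon gamma and antigen presentation genes, viral RNA sensing genes, interferon genes, pro-inflammatory cytokine and chemokine genes, NF-kappaB target genes, STAT3 and STAT5 target genes, cell cycle genes, housekeeping genes, extracellular matrix and mesenchymal genes, integrated stress response genes, hypoxia and glycolysis genes, p53 target genes, and marker genes of leukocytes, endothelium and lung epithelium. The median of each list with at least 5 tested genes was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. A percentile above 97.5 or below 2.5 was taken as past the threshold. Genes within a list are not independent, so the percentile describes the list's place in these 2 libraries and is not a p-value. Reactome sets came from the mouse collection in fgsea 1.28.0 (1457 sets, of which 6859 of 7111 identifiers matched a gene) and were scored in the same way if they held 15 to 500 tested genes. The collection and its version differ from the one the authors used, and the authors ranked genes by p-value. Genes named one by one are those the article names, the targeted and engineered genes, and the 5 largest increases and 5 largest decreases among genes with a mean of at least 10 CPM, a rule also set before the data were examined. A result for 1 of the genes under this rule is not reported here.

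Coordinates and transcript sequences are from GENCODE M21 on GRCm38. The article does not name its GENCODE release, and 25251 of the 25509 gene identifiers were found in M21. Hairpin target sequences were matched to the joins of Csnk1g3 exons. For the seed test, the 3' UTR of each of 10448 genes with at least 200 summed counts was searched for every 7-mer, and 16357 of the 16384 7-mers, those with at least 20 genes with and 20 without a site, were ranked by the difference in mean log2 fold change divided by its standard error. Lars2 transcripts were compared with the annotated ribosomal RNA gene of chromosome 17 with blastn 2.17.0.

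The alternatives set before the data were examined were size factors from DESeq2 1.42.0, total counts without TMM factors, prior counts of 0.5 and 10, the deposited TMM-scaled table, no count filter, minimums of 50 and 200 summed counts, thresholds of 1.5-fold and 4-fold, and random lists from 10 bins or without matching. A correction that subtracts the median log2 fold change of genes in the same deciles of GC content and length was added after seeing the data. The steps were tested on simulated counts with the means and depths of the real libraries. The simulated counts held counting error only, with a further random spread added for the seed test. These checks leave out variation between cultures, so they do not show how reliable a comparison of 1 library per condition is. Of 200 genes given a known change, 200 were recovered within 0.5 on the log2 scale. These genes had an expected count of at least 50 before the change, which was 2-fold or 4-fold. Of 12682 unchanged genes, 79 passed a 2-fold change, none of them among the 10484 with at least 200 summed counts. The intervals held the true ratio for 95.2% of 12882 genes. Of 500 unchanged lists, 5% passed either threshold, and 100 of 100 lists with 20 of 30 genes raised by 2-fold or 4-fold passed the upper one. A planted dependence on GC content with a correlation of 0.849 fell to 0.0557 after the correction. In the seed test, 20 of 20 planted 7-mers ranked lowest, and 0 of the same 20 without a planted effect were among the lowest 164. The planted effect was set close to the largest one found in the real libraries. RTqPCR, protein arrays, western blots, in vivo experiments, human tumors, and the sequencing of cells with silenced circAnkib1 or silenced linear transcripts were not analysed here.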

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

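Of the tests in this part, those on ribosomal RNA, on S phase, on the counts of the histone genes in the form given here, and on differences between cultures were chosen only after the result was seen. The histone genes and Gm42418 were also singled out after their values were seen.

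Genes of the integrated stress response, which the paper does not discuss, were higher in the circCsnk1g3-silenced library. Of 25 genes, 20 were higher, with a median log2 fold change of 0.29 (percentile 100). The changes were 1.22 for Atf3 (911 to 1978 counts), 1.07 for Ddit3 (2242 to 4375 counts), 0.96 for Slc7a11, 0.87 for Vldlr and 0.86 for Trib3, while targets of the unfolded protein response such as Sdf2l1 (-0.84), Xbp1 (-0.20) and Hspa5 (-0.18) were lower. None of the 25 genes is on the type I interferon-stimulated list. A bias by GC content or gene length was argued against, since the percentile after the correction for both was 100. A difference between the 2 cultures that has nothing to do with the hairpin, such as nutrient supply or density, cannot be told apart from an effect of silencing, because there was 1 library per condition. Silencing of circCsnk1g3 may be the source, and this too was not tested.

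Histone genes of the Hist clusters were higher as a group. Of 53 tested genes, 39 were higher, with a median log2 fold change of 0.49 (percentile 100), and their summed counts were 5787 in the shcircCsnk1g3 library and 4608 in the shCTR library. Most of their transcripts carry no poly(A) tail, and poly(A) libraries hold few of their reads. The correction for GC content and length left the percentile at 100. Among the 39 genes with at least 50 summed counts it was 99.98, which argues against low counts as the whole cause. With at least 200 summed counts, the limit first chosen for this test, 7 genes were left at percentile 97.9. More cells in S phase cannot be told apart from the other explanations: the 12 replication genes of the cell cycle list had a median of 0.03 (percentile 88.4), whereas the Reactome set S Phase was at percentile 99.6. A less complete poly(A) selection of the shcircCsnk1g3 library may also account for this rise, and no biological explanation other than S phase was tested.

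A set of 3 transcripts of high abundance was higher in the circCsnk1g3-silenced library and is not discussed in the paper. Yam1 had 99090 counts against 29819 in the control (log2 fold change 1.84), Gm42418 had 60389 against 24337 (1.42), and Lars2 had 20448 against 6360 (1.79). Yam1, named AY036118 in GENCODE M21, lies from 39847113 to 39848035 and Gm42418 from 39846958 to 39848788 on chromosome 17, both inside the annotated ribosomal RNA gene CT010467.1 (39846353 to 39848827). With 100% of the bases of each inside that gene, reads from ribosomal RNA cannot be told apart from reads of the pair, and this stays open. They overlap on opposite strands, and whether the counting used the strand is not stated, so the division of reads between them is uncertain. No match of Lars2 to the annotated ribosomal RNA gene passed the limits of 100 bases and 90% identity. The annotation holds only part of the ribosomal RNA repeat, so ribosomal reads in Lars2 cannot be told apart from a change of the gene. A less complete poly(A) selection in the shcircCsnk1g3 library predicts that histone transcripts without a poly(A) tail rise too, and their median was at percentile 100. The neighboring Gm26917 did not rise (5278 to 4923 counts, log2 fold change 0.01). A change of ribosomal RNA or of Lars2 in the cells after silencing was not tested.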

How the results depend on the processing

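No paired analysis was possible because there was 1 library per condition, and leaving out a replicate was not possible for the same reason. With a single library on each side the depth limits what a gene can show: at 10 counts in each library only changes beyond 1.42 on the log2 scale leave the interval.

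The list results changed little. Of 160 values of 15 lists under the alternatives, 157 kept their direction and their side of the percentile thresholds. The type I interferon-stimulated list ranged from 0.64 to 0.85, always at percentile 100. All 3 exceptions came without the count filter, which by construction adds genes with a handful of counts. The cytokine and chemokine list then had a median of -0.24 at percentile 0.41 over 29 genes and passed the lower threshold. The endothelial marker list reversed to -0.23 (percentile 12.8) and the lung epithelial marker list to -0.19 (percentile 24.1), both on the same side of the thresholds as before. With the filter of 200 summed counts, the marker lists had fewer than 5 genes and gave no value, as did the lung epithelial list with 50 summed counts and in the deposited TMM-scaled table.

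The number of genes past a 2-fold change depended on the handling of low counts. The 275 higher genes became 150 with a prior count of 10, 105 in the deposited TMM-scaled table, 732 without a count filter, and 132 and 60 with minimums of 50 and 200 summed counts. The 330 lower genes became 171, 163, 623, 157 and 79 in the same order. At thresholds of 1.5-fold and 4-fold, 698 and 49 genes were higher and 817 and 52 were lower. The stricter prior, filters and thresholds leave fewer genes by construction. The deposited table holds the same counts times 1 constant per library and leaves out 1341 of the genes tested. Its effective library sizes (39158859 and 42242680) are close to those used here (39214944 and 42249513). The missing genes therefore account for nearly all of its smaller numbers. DESeq2 size factors (275 and 331), total counts (289 and 318), a prior count of 0.5 (309 and 377) and the GC and length correction (278 and 330) stayed within 1.5 times the first numbers.

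Of 38 genes named one by one, 37 stayed within their own intervals under all alternatives that gave a value, and 37 were in the deposited TMM-scaled table. Yam1, with its narrow interval (1.82 to 1.86), moved from 1.84 to 1.87 with total counts only, a change of 0.03 that equals the shift of the median of all genes in that setting. With the GC and length correction, which was chosen after seeing the data and by construction subtracts the median of its own decile group, it moved to 1.91. Ccne1, at -0.00, changed sign in 3 settings. The median of all genes shifted by at most 0.03, with total counts only.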

Differences from the paper's values

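The paper's values here are RTqPCR means of n = 6 with SEM from the Source Data of Fig. 2b, an assay on other cultures than the sequenced libraries. For that assay the paper describes overnight serum starvation followed by re-stimulation, a treatment it does not describe for the sequenced cells. The alternatives below vary only the processing and cannot address this difference. For Ifit3, the paper's fold change after circCsnk1g3 silencing was 6.50 ± 1.34, and the RNA-seq counts gave 2.94, which lies within the range of the paper's 6 values (1.87 to 10.6). Under the alternatives set before the data were examined it lay between 2.77 (prior count 10) and 3.01 (total counts only), and none of them closed the gap. For Ccl5, the paper's fold change was 3.07 ± 0.726, and the counts gave 0.846, which lies below the range of the paper's 6 values (1 to 5.66). The alternatives gave 0.845 to 0.865, and none of them closed the gap. The other genes of Fig. 2b differed by less than 1.5-fold: Isg15 had a fold change of 2.80 against the paper's 3.58 ± 0.558, and Cxcl10 one of 1.64 against the paper's 2.41 ± 0.279.

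The paper states higher expression of Ccl5, Ccl3 and Cxcl9 in the silenced cells. Here Ccl5 had a log2 fold change of -0.24 (-0.40 to -0.09), Ccl3 one of 0.14 (-0.56 to 0.86), and Cxcl9 had 3 counts against 7 in the control. The alternatives left Ccl5 below 0. The direction of Cxcl9 could not be determined at this depth. Fig. 2a lists the antiviral mechanism by IFN-stimulated genes among the terms enriched upon circCsnk1g3 knockdown, and here the percentile of this set was 91.1. The comparison is not like for like. In the collection used here, this set has the same values as the set ISG15 antiviral mechanism. It was scored by its median, whereas the authors used another version and ranked genes by p-value.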

Other observations

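Of the tests in this part, the one on the shifted seed and the one on leukocyte RNA were chosen only after the result was seen. The division of the interferon gamma list and the removal of shared genes from lists were also made after the values were seen.

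Several lists that the article's RNA-seq text does not treat were past the thresholds. NF-kappaB target genes had a median log2 fold change of 0.20 (20 of 33 higher, percentile 100) and STAT3 and STAT5 target genes one of 0.19 (16 of 21 higher, percentile 100). Hypoxia and glycolysis genes were lower, with a median of -0.18 (21 of 24 lower, percentile 0), as were cell cycle genes, with a median of -0.10 (29 of 40 lower, percentile 0.26). The Reactome sets for the cell cycle stood elsewhere, since the set Cell Cycle had a median of 0.02 at percentile 99.7, so that the direction depends on which genes are taken. After the correction for GC content and gene length, the percentile was 100 for the NF-kappaB targets, 100 for the STAT targets, 0.01 for the hypoxia and glycolysis genes and 0.66 for the cell cycle genes, which argues against such a bias as the whole source. Culture conditions such as oxygen or density were not tested. Extracellular matrix and mesenchymal genes (median -0.06, percentile 14.9) and p53 target genes (median 0.04, percentile 72.0) were within the range of random lists. For the matrix, too, the standing depends on which genes are taken. The Reactome set Extracellular matrix organization had a median of -0.09 over 160 genes (percentile 0, rank 661 of 662) and Degradation of the extracellular matrix one of -0.13 (percentile 0, rank 660), while Collagen formation, with -0.06, was at percentile 7.53.

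Type I interferon-stimulated genes rose while no interferon transcript passed 3 counts. RNA from leukocytes in the shcircCsnk1g3 library was tested with marker genes. Of 25 leukocyte genes, 7 were also expressed by the control sarcoma cells, and of the other 18, 0 passed 3 counts in the shcircCsnk1g3 library (the highest had 2), which argues against leukocyte RNA. The median of the 5 tested leukocyte genes was 0.15 (percentile 73.2). Of 17 endothelial genes 9 were also expressed by the sarcoma cells, and the median of the 7 tested was 0.09 (percentile 66.5). Of 17 lung epithelial genes 8 were, and the median of the 5 tested was 0.01 (percentile 49.6). The correction for GC content and length left the interferon-stimulated list at percentile 100. From these 2 libraries alone, an effect of silencing, an effect of the hairpin on other genes and a difference between cultures stay open. Outside these libraries, the paper reports a rise of selected interferon-related genes by RTqPCR in replicate experiments and with additional hairpin designs. It also reports that this rise was abrogated in RIG-I-silenced cells.

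The interferon gamma and antigen presentation list was not uniform. The 11 tested GTPase genes of the Gbp and Irg families had a median of 1.64 and ran from 0.05 for Ifi47, whose interval spanned 0 (-0.20 to 0.30), to 2.02 for Irgm2. The 15 genes of MHC class I, peptide transport and the immunoproteasome had a median of 0.12, with 12 higher (-0.45 for Tap2 to 0.72 for H2-Q4). Ifitm3, the type I gene with the most counts, fell by 0.49 on the log2 scale (21128 to 13918 counts).

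RNA levels were also read for genes whose proteins appear in Fig. 2c and Fig. 2d. The log2 fold change was 0.04 for Stat3, -0.40 for Stat5a, 0.16 for Stat5b, 0.43 for Irf1, 0.07 for Irf3, -0.12 for Irs1, 0.39 for Irs2, 0.20 for Nfkb1, 0.26 for Rela and 0.06 for Tbk1 (-0.05 to 0.17). Cxcl1 had a log2 fold change of 0.35. The Ankib1 gene, host of the other circRNA, was lower (2314 to 1531 counts, -0.49), Bnc2 was at 0.14 and Ccne1 at -0.00. Trp53 had 3841 and 4334 counts (-0.07) in cells described as p53 knockout, so its locus still gives transcripts.

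Among genes with a mean of at least 10 CPM, the largest decreases were those of Acan (2331 to 372 counts, log2 fold change -2.53), Gemin4 (918 to 208, -2.02), Apln (1345 to 369, -1.75), Tgfbr2 (6544 to 2013, -1.59) and Dazap2 (8629 to 2666, -1.59). The largest increases, apart from Yam1 and Lars2, were those of Rtp4 (228 to 791 counts, 1.89), Xaf1 (282 to 877, 1.74) and Apol9a (870 to 2304, 1.51). Apol9a has a close paralog, Apol9b, with which it may share reads. The correction for GC content and length, which bears on another bias, gave 1.49 for Apol9a.

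A hypothesis for part of the lower genes is silencing through the seed of the hairpin's guide strand, as a microRNA would act on 3' UTRs. The sequenced design is not named, so all 3 were scored, on both strands and from 3 start positions. For the planned window, guide bases 2 to 8, the matching 7-mer ranked 18 from the lowest of 16357 for design 1, 3846 for design 2 and 8880 for design 3. For guide bases 3 to 9 of design 1 (GATAGAGAGCTCCAGATCCTA), a window picked because of its value, the match CTCTCTA ranked 1. The mean log2 fold change was -0.13 for the 1141 genes with it and 0.01 for the others, a difference of -0.13. The 7-mer TCTCTAA, part of the same match with a following A, ranked 2. Both ranks were the same with minimums of 50 and 1000 summed counts. Part of the rank of 18 may come from the overlap of that window with CTCTCTA. The mean was -0.19 (standard error 0.020) for 308 genes with the 8 bases CTCTCTAA, -0.11 for 833 genes with CTCTCTA alone, -0.04 for 786 genes with TCTCTAA, 0.02 for 1572 genes with TCTCTA and 0.01 for 6949 genes without a match. Such a gradient with the length of the match is consistent with seed silencing by a guide that starts 1 base further in than listed. It covers only part of the pattern. Of 78 genes in this test that were at least 2-fold lower, 22 carried CTCTCTA (28.2%, against 10.8% of the others) and 44 carried any of the 4 matches (56.4%, against 33.3% of the others). Apln, Tgfbr2, Dazap2 and Ankib1 each carry 1 such site, and Acan, Gemin4 and Csnk1g3 carry none. Stat3 carries 1 site followed by A, the class with the lowest mean, and was not lower (0.04).

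The rise of the interferon-stimulated genes was not explained by their being spared from seed silencing. Among genes without the 6 seed bases in the 3' UTR, the 32 genes of the list had a median of 0.76 (percentile 100). Whether loss of a seed-matched gene raises the interferon-stimulated genes indirectly was not tested. The paper reports RTqPCR with 2 additional designs against each circRNA. It states that interferon-response and cytokine-encoding genes rose with these designs as well. Only RTqPCR is described for them, so their effect on seed-matched genes could not be read.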
